# Subtilisin-Involved Morphology Engineering for Improved Antibiotic Production in Actinomycetes

**DOI:** 10.3390/biom10060851

**Published:** 2020-06-03

**Authors:** Yuanting Wu, Qianjin Kang, Li-Li Zhang, Linquan Bai

**Keywords:** actinomycetes, transcriptome, morphology engineering, mycelial fragmentation, subtilisin

## Abstract

In the submerged cultivation of filamentous microbes, including actinomycetes, complex morphology is one of the critical process features for the production of secondary metabolites. Ansamitocin P-3 (AP-3), an antitumor agent, is a secondary metabolite produced by *Actinosynnema pretiosum* ATCC 31280. An excessive mycelial fragmentation of *A. pretiosum* ATCC 31280 was observed during the early stage of fermentation. Through comparative transcriptomic analysis, a subtilisin-like serine peptidase encoded gene *APASM_4178* was identified to be responsible for the mycelial fragmentation. Mutant WYT-5 with the *APASM_4178* deletion showed increased biomass and improved AP-3 yield by 43.65%. We also found that the expression of *APASM_4178* is specifically regulated by an AdpA-like protein APASM_1021. Moreover, the mycelial fragmentation was alternatively alleviated by the overexpression of subtilisin inhibitor encoded genes, which also led to a 46.50 ± 0.79% yield increase of AP-3. Furthermore, *APASM_4178* was overexpressed in salinomycin-producing *Streptomyces albus* BK 3-25 and validamycin-producing *S. hygroscopicus* TL01, which resulted in not only dispersed mycelia in both strains, but also a 33.80% yield improvement of salinomycin to 24.07 g/L and a 14.94% yield improvement of validamycin to 21.46 g/L. In conclusion, our work elucidates the involvement of a novel subtilisin-like serine peptidase in morphological differentiation, and modulation of its expression could be an effective strategy for morphology engineering and antibiotic yield improvement in actinomycetes.

## 1. Introduction

The filamentous actinomycetes, with *Streptomyces* spp. as the major genus, are well known for their rich and diverse secondary metabolites, many of which have been developed into drugs (e.g., erythromycin, vancomycin) and agents for plant protection (e.g., avermectin, validamycin). On solid media, most of actinomycetes undergo a full cycle of morphological differentiation, initiated from spore germination, followed with the successive formation of vegetative mycelia, aerial mycelia and spore chains [1]. For industrial production of antibiotics in large scale, actinomycetes are usually subjected to submerged fermentation in liquid cultures. During submerged cultivation, the inoculated mycelia or mycelia germinated from spores start to form pellets, following which programmed cell death (PCD) occurs at the center, and new multinucleated mycelia develop inside or from the edge of the pellets to carry out antibiotic production [2]. In bioreactors, since the sizes and the densities of pellets are critical for nutrient and oxygen transfer, which are also triggering factors of PCD, mycelial morphology correlates with agitation, aeration, hydrodynamics and the yields of antibiotics [3]. Moreover, different antibiotic producing strains favor different morphologies. Whereas the pellet formation is required for nikkomycin production in *Streptomyces tendae* and erythromycin in *Saccharopolyspora erythraea* [4,5], it has negative effects on the production of tylosin in *Streptomyces fradiae* and nystatin in *Streptomyces noursei* [6,7]. Therefore, in order to optimize the production of antibiotics, morphology engineering of actinomycetes is needed. Classical strategies for morphology engineering, including adjustments of pH, temperature, medium composition, aeration, and agitation, have been implemented for the production of lipstatin, ε-poly-L-lysine, rapamycin, etc. [8,9,10]. However, these manipulations usually affect large pellets and have limited effect on small pellets [11].

Morphology engineering by genetic manipulation is more targeted and flexible. Recently, several protein families have been identified to play roles in the control of morphogenesis [12]. The first family are proteins involved in the formation of tip-organizing center (TIPOC) for apical growth and hypha branching, including the DivIVA, cytoskeletal protein Scy, cell-wall remodeling protein SsgA, the cellulose synthase-like CslA, and its cognate galactose oxidase-like GlxA [13,14,15,16,17]. The second family of proteins involved in the control of liquid-culture morphogenesis include a cyclic nucleotide-binding protein EshA and amine oxidase HyaS [18,19]. The third family of proteins, such as poly-β-1,6-*N*-acetylglucosamine (PNAG) synthases MatAB, are responsible for extracellular polymer synthesis [20]. Overexpression of SsgA was employed to obtain fragmented mycelia and fast growth of *Streptomyces venezuelae* and *Streptomyces coelicolor* M145 in submerged cultures, which had positive effects on the productions of zincphyrin IV and undecylprodigiosin, respectively [21,22]. When gene *hyaS* was deleted in *Streptomyces lividans*, the production of undecylprodigiosin was substantially improved along with outgrowing bunches of hyphae [19]. Moreover, the deletion of genes *matA* and *matB* in *S. lividans* led to dispersed mycelia and improved production of tyrosinase [20].

The antitumor agent ansamitocins, structurally similar to maytansines from *Maytenus serrata* [23], are produced by several genera of actinomycetes, including *Actinosynnema* [24,25], *Amycolatopsis* [26,27] and *Nocardiopsis* [28]. For large scale fermentation, ansamitocins are produced with *A. pretiosum* subsp. *auranticum* ATCC 31565, and ansamitocin P-3 (AP-3) is the major product and has the most potent antitumor activity [24]. Using maytansinol as a payload, the deacylated product of AP-3, antibody–drug conjugates have been recently developed as new strategy for cancer treatment [29], e.g., the Food and Drug Administration (FDA)-approved T-DM1 (Kadcyla^®^) for Human Epidermal Growth Factor Receptor 2 (HER2)-positive metastatic breast cancer [30]. Aided by the in-depth biosynthetic studies [31,32], the yield improvement of AP-3 has been intensively conducted through random mutagenesis and screening, process engineering, and pathway engineering, which includes the optimization of post-PKS modifications, enhancement of precursor supplies, improved gene expression, and so on [33,34,35,36,37,38,39]. However, the yield of AP-3 is still low and insufficient for supporting the clinical trials of drug leads in pipeline and subsequent clinical treatment.

Herein, an excessive mycelial fragmentation was found to be undesirable for the yield improvement of AP-3 in *A. pretiosum* subsp. *pretiosum* ATCC 31280. Through comparative transcriptomic analysis and gene inactivation, we identified a gene *APASM_4178*, coding for a subtilisin-like serine peptidase, to be responsible for the mycelial fragmentation. The transcription of *APASM_4178* was proven to be regulated by AdpA-like protein, and the mycelial fragmentation was alternatively alleviated by the overexpression of subtilisin inhibitor genes. Moreover, the overexpression of *APASM_4178* led to dispersed mycelia and substantially improved yields of salinomycin and validamycin in corresponding producing strains.

## 2. Materials and Methods

### 2.1. Strains, Plasmids, Media and DNA Techniques

The bacterial strains, plasmids and primers used in this study are listed in Supplementary Tables S1 and S2. *A. pretiosum* ATCC 31280, the AP-3 producer, and its derivatives were cultured at 30 °C on YMG agar plates (0.4% yeast extract, 1.0% malt extract, 0.4% glucose, 2.0% agar (*w*/*v*), pH 7.2–7.3). For metabolites analysis, shake-flask fermentation was performed in 250-mL flask containing 30 mL of medium. The first seed medium (3.0% tryptone soya broth powder, 0.5% yeast extract, and 5.0% sucrose (*w*/*v*), pH 7.5) was inoculated with agar-grown mycelia and cultivated at 30 °C, 220 rpm for 24 h. Subsequently, the second seed medium (3.0% tryptone soya broth powder, 0.5% yeast extract, and 2.5% sucrose, 1.0% soluble starch (*w*/*v),* 0.05% isobutanol and 0.05% isopropanol (*v*/*v*), pH 7.5) was inoculated with 1 mL of the first seed culture and incubated for 24 h at 30 °C, 220 rpm. Fermentation medium (yeast extract 0.8%, malt extract 1.0%, sucrose 1.5%, soluble starch 2.5% (*w*/*v*), isobutanol 0.5%, and isopropanol 1.2% (*v*/*v*), pH 7.5) was inoculated with the second seed culture at 10% (*v*/*v*), and the fermentation continued for 8 days at 25 °C, 220 rpm. For the isolation of total DNA, *A. pretiosum* was cultivated in trypticase soy broth (TSB) [40] supplemented with 10.3% sucrose and 1% yeast extract at 30 °C for 24 h.

### 2.2. Growth Measurement and AP-3 Yield Determination

The mycelial growth was estimated by determining the mycelial dry weight. Mycelia from 1.0 mL of fermentation broth were collected by centrifugation at 12,000 rpm for 2 min, washed with 0.1 M HCl, and dried to constant weight at 65 °C for dry cell weight (DCW) measurement.

To quantify AP-3 yield, the supernatant of the fermentation broth was extracted with two volumes of ethyl acetate and evaporated. The residue was dissolved in methanol, passed through 0.22-μm filters, and subjected to high performance liquid chromatography (HPLC). HPLC analysis was operated on Agilent series 1260 (Agilent Technologies, Santa Clara, CA, USA) with an Agilent Eclipse Plus-C_18_ column (4.6 × 150 mm, 5 μm), using a previously described method [39].

### 2.3. Mycelial Morphology Observation

Mycelial morphology was observed using phase-contrast microscopy and laser confocal microscopy. After being washed twice with an equal volume of phosphate-buffered saline (PBS), 10 μL of mycelial suspension was pipetted onto a standard glass slide (25 × 75 mm) and covered with cover slide (24 × 24 mm). The images were captured with a digital camera CX41 mounted on the microscope (Olympus, Tokyo, Japan) with 400-fold magnification viewed under phase-contrast mode. For each sample, a minimum of five images were captured.

The dye FM 4-64FX (Molecular Probes, Inc., Eugene, OR, USA) with a concentration of 200 μM in Hank’s Balanced Salt Solution was used to dye the cell membrane. Equal volumes (10 μL) of FM 4-64FX solution and mycelia suspension were mixed and kept on ice for 1 min, and 10 μL of the mixture was pipetted on a clean slide and covered by a cover slip. Samples were observed with an SP8 STED laser scanning confocal microscope (Leica Microsystems, Buffalo Grove, IL, USA), equipped with an oil-immersed 100× objective and a charge coupled device (CCD) camera. Samples were excited at a wavelength of 558 nm and observed at an emission wavelength of 734 nm. Each mycelial sample was scanned at least for five times, and each scan was viewed in at least five fields.

### 2.4. Transcriptome Sequencing and Analysis of A. pretiosum ATCC 31280

The RNA for transcriptome sequencing was sampled at 15 h, 18 h and 24 h of fermentation. The total RNA was extracted using Trizol according to the manufacturer’s instruction. The transcriptome sequencing was conducted at Shanghai Biotechnology Corporation (Shanghai, China), and the expression level of each gene was calculated as Fragments Per Kilobase of exon per Megabase of library size (FKPM). The transcriptomic data have been deposited at GEO (Gene expression Omnibus) with an accession number of GSE151010. With the collected data, the transcription levels between 15, 18, and 24 h were compared. Genes with the lowest transcription at 18 h were selected.

### 2.5. Transcription Analysis by Quantitative Real-Time PCR

Mycelia in fermentation media were collected at different times. Total RNA was extracted with Redzol reagent according to the procedures described by the manufacturer (SBS Genetech, Beijing, China). The purity/concentration was assessed using Nanodrop 2000 (ThermoFisher, Waltham, MA, USA). Total DNA was removed by DNase I (ThermoFisher), and reverse transcription was carried out using RevertAid^TM^ H Minus First Strand cDNA Synthesis Kit (ThermoFisher). The transcription of target genes was determined by quantitative real-time PCR (qRT-PCR) on a 7500 Fast Real-time PCR System (Applied Biosystems, Carlsbad, CA, USA) with One-Step PrimerScript^TM^ RT-PCR Kit according to the manufacturer’s procedure (Takara, Dalian, China). The transcription of target genes was internally normalized to the housekeeping gene *hrdB* and quantified by the 2^−ΔΔCT^ method [41]. Each reaction was performed in triplicate.

### 2.6. Inactivation and Trans-Complementation of Gene APASM_4178

To inactivate *APASM_4178*, the genomic DNA of *A. pretiosum* ATCC 31,280 (GenBank accession no. CP029607.1) was used as PCR template. A 1.38-kb XbaI-EcoRI fragment of the left flanking region and a 1.45-kb EcoRI-HindIII fragment of the right flanking region were ligated with XbaI/HindIII-digested plasmid pJTU1278 to generate plasmid pLQ855. The recombinant plasmid was transferred into *Escherichia coli* ET12567(pUZ8002) and then introduced into *A. pretiosum* ATCC 31,280 by intergeneric conjugation, and thiostrepton-resistant (Thio^R^) exconjugants were selected. Subsequently, *APASM_4178*-deletion mutant WYT-5 was selected from the initial Thio^R^ exconjugants after two rounds of nonselective growth. Using primers 4178-ver-F/R, a 0.5-kb fragment was amplified by PCR from the mutant WYT-5, whereas a 3.7-kb fragment was amplified from *A. pretiosum* ATCC 31280. Other genes were similarly inactivated.

For the trans-complementation of mutant WYT-5, gene *APASM_4178* was amplified with primers 4178-F/R and cloned in NdeI/EcoRI-digested pLQ856 under the control of kasOp* promoter. The recombinant plasmid pLQ874 was transferred into *E. coli* ET12567(pUZ8002) and then introduced into mutant WYT-5 by intergeneric conjugation. Apramycin-resistant (Apr^R^) exconjugants were selected and named as WYT-13.

### 2.7. Overexpression of Subtilisin Inhibitor Genes

For the overexpression of gene *APASM_3064* in *A. pretiosum* ATCC 31280, *APASM_3064* was amplified with primers 3064-F/R and cloned in NdeI/EcoRI-digested pLQ856 under the control of kasOp* promoter. The recombinant plasmid pLQ869 and control plasmid pLQ856 were individually transferred into *E. coli* ET12567(pUZ8002) and then integrated into the *attB* site of *A. pretiosum* ATCC 31,280 by intergeneric conjugation. Apramycin resistant (Apr^R^) exconjugants were selected. Derivative strain overexpressing gene *APASM_6209* was similarly constructed.

### 2.8. Heterologous Overexpression of the AdpA-Like Protein APASM_1021

Gene *APASM_1021* was amplified with primers 1021-F/R and cloned in HindIII/NdeI-digested pET28a. The recombinant plasmid pLQ864 was transformed into *E. coli* BL21(DE3) for protein overexpression. Colonies were picked and cultivated at 37 °C in LB medium containing 50 μg/mL kanamycin until an optical density at 600 nm (OD_600_) of 0.6–0.8 was reached. The culture was then induced with 0.1 mM isopropyl-β-D-thiogalactoside (IPTG) and incubated further for 24 h at 16 °C. The induced cells were harvested, resuspended in 50 mM Tris-HCl (pH 7.5), and disrupted by ultrasonication. For the purification of His-tagged APASM_1021, cells were harvested by centrifugation, resuspended with buffer A (20 mM Tris-HCl, 300 mM NaCl, pH 8.0) and sonicated for 30 min on ice, followed by centrifugation for 40 min at 12,000 rpm and 4 °C. Proteins from the supernatant were purified with Ni Sepharose^TM^ 6 Fast Flow (GE Healthcare Life Sciences, Marlborough, MA, USA). The eluted His-tagged APASM_1021 was determined by 12% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE).

### 2.9. Electrophoretic Mobility Shift Assays

A carboxyfluorescein (FAM)-labeled DNA probe P4178 was amplified using primers 4178p-F-FAM/4178p-R (Table S2) and genomic DNA from *A. pretiosum* ATCC 31,280 as template. In a total volume of 20 μL, 100 ng FAM-labeled probes were incubated for 30 min at 30 °C with different amounts of purified His-tagged APASM_1021 in 1× binding buffer containing 10 mM Tris-HCl (pH 7.5), 1 mM EDTA, 100 mM KCl, 5% (*v*/*v*) glycerol, 0.1 DTT, and 0.01 mg/mL BSA [42]. The resulting DNA-protein complexes were then subjected to electrophoresis on 10% native polyacrylamide gels for 45 min at 4 °C [43]. The band shift was analyzed by XcitaBlue^TM^ Conversion Screen Kit (Bio-Rad, Hercules, CA, USA).

## 3. Results

### 3.1. An Early and Severe Mycelial Fragmentation in Liquid Cultures of A. pretiosum ATCC 31280

In shake flask fermentation inoculated from a seed culture, the ansamitocin-producing *A. pretiosum* ATCC 31280 gained exponential growth in the first 24 h, reached stationary phase at 48 h, and maintained a relatively constant biomass (14.95 ± 0.64 mg/mL) until day 6 (Figure 1A), albeit much lower than that of most actinomycetes. However, when we measured the biomass at three-hour intervals in the first two days, a sudden decrease was observed at 18 h, followed by an increase from 21 to 24 h. Interestingly, this decrease-then-increase pattern occurred again from 24 to 33 h (Figure 1B).

For a better understanding of this phenomenon, mycelia of the fermentation broth were collected at 15, 18, and 24 h and checked under both phase-contrast light microscope (PCM) and confocal laser scanning microscope (CLSM). Stained with membrane-binding dye FM 4-64FX for CLMS, a severe fragmentation with short hyphae and less biomass was observed with the 18-h sample, whereas the mycelia of the 15 and 24-h samples formed thick clumps (Figure 1C). Moreover, the colony-forming units (CFUs) of each sample were quantified, and 2.0 × 10^7^, 1.0 × 10^7^, and 32.5 × 10^7^ CFUs/mL were found to be present in the 15, 18, and 24-h samples, respectively (Figure 1D), suggesting a concurrent cell lysis along with the mycelial fragmentation at 18 h, which most likely led to the biomass decrease. In addition, five different media were used (Supplementary Table S3), and the mycelial fragmentation occurred in all of them around 18 h (data not shown), indicating that this unique fragmentation feature is genetically determined.

### 3.2. Comparative Transcriptomic Analysis Identified a Subtilisin-Like Protease Gene Responsible for the Mycelial Fragmentation

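Mycelia of the wild-type *A. pretiosum*, a filamentous actinomycete that produces ansamitocins, were taken at 15, 18, and 24 h of fermentation at 25 °C and 220 rpm, and 1 library per time point was sequenced. The sample labels name Redzol for the RNA extraction and a fermentation of 7 days, where the methods name Trizol and 8 days. For each gene the authors deposited the number of reads counted on it and its FPKM, the reads scaled to gene length and to the size of the library. The aligner and the counting tool are not given in the sources used here. The reads on labelled genes summed to 12253978 at 15 h, 19357100 at 18 h, and 12012624 at 24 h. The deposited FPKM follow from the reads and the gene lengths with library sizes of 12476560, 19716541, and 12250136 reads. At these depths, 1 read on a gene of 1 kb was worth an FPKM of 0.0802 at 15 h, 0.0507 at 18 h, and 0.0816 at 24 h. The table has 7038 rows, of which 2 carry no locus tag and 10 carry no values, so that 7026 genes were used. In 6331 rows the FPKM fits the listed length of the same gene within 0.5%. In 70 rows it fits the length of the next or previous gene within 0.2%, most of them in the stretches from *APASM_1825* to *APASM_1850*, *APASM_2401* to *APASM_2408*, and *APASM_3401* to *APASM_3425*, so the label of these rows is uncertain. In 618 further rows the FPKM implies another length than the listed one. There were no replicate libraries, so a difference between time points has no replicate check and no test was made. The intervals given for ratios are exact 95% conditional binomial intervals (Clopper-Pearson) on the reads, which cover counting error only. Across the 7026 genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.985 between 15 and 18 h, 0.948 between 18 and 24 h, and 0.945 between 15 and 24 h.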

In order to identify genes involved in the early mycelial fragmentation, the total RNAs of mycelia collected at 15, 18, and 24 h were extracted and subjected to transcriptome sequencing using RNA-seq technology. 

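Of the 7026 genes, 1621 had their lowest FPKM at 18 h by any amount, and 1722 had their highest. The lowest FPKM fell at 15 h for 1380 genes and at 24 h for 3976 genes. Over the 4958 genes with 50 or more reads in each library, the median log2 ratio of FPKM was 0.04 for 15 h over 18 h and -0.20 for 24 h over 18 h. The gene *hrdB*, which codes for the principal sigma factor and to which the paper relates its values, was taken as *APASM_1474*, annotated as RNA polymerase sigma factor RpoD. Its FPKM was 1058 at 15 h, 999 at 18 h, and 676 at 24 h, from 16190, 24176, and 10163 reads. Relative to this gene, the median log2 ratio over the same 4958 genes became -0.05 for 15 h over 18 h and 0.37 for 24 h over 18 h.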

We assumed that genes involved in the fragmentation have the lowest transcription at 18 h and therefore higher transcription at 15 h and 24 h. 

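With the limit of 2-fold set on the deposited FPKM, 142 genes were at least 2 times higher both at 15 h and at 24 h than at 18 h. A further 23 genes had no read at 18 h and at least 1 read at 15 h and at 24 h, with at most 12 reads in either. The opposite pattern, at least 2 times higher at 18 h than at both other time points, was found for 88 genes. The number of genes lowest at 18 h moved most with the limit, to 13 genes at 4-fold. Of the 142 genes, 42 had under 10 reads at 18 h and 11 of these had 1 read. For 102 of the 142 genes the counting intervals of both ratios lay above 1, and for 50 genes both lower ends were at 2 or more.

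**Figure D1:**
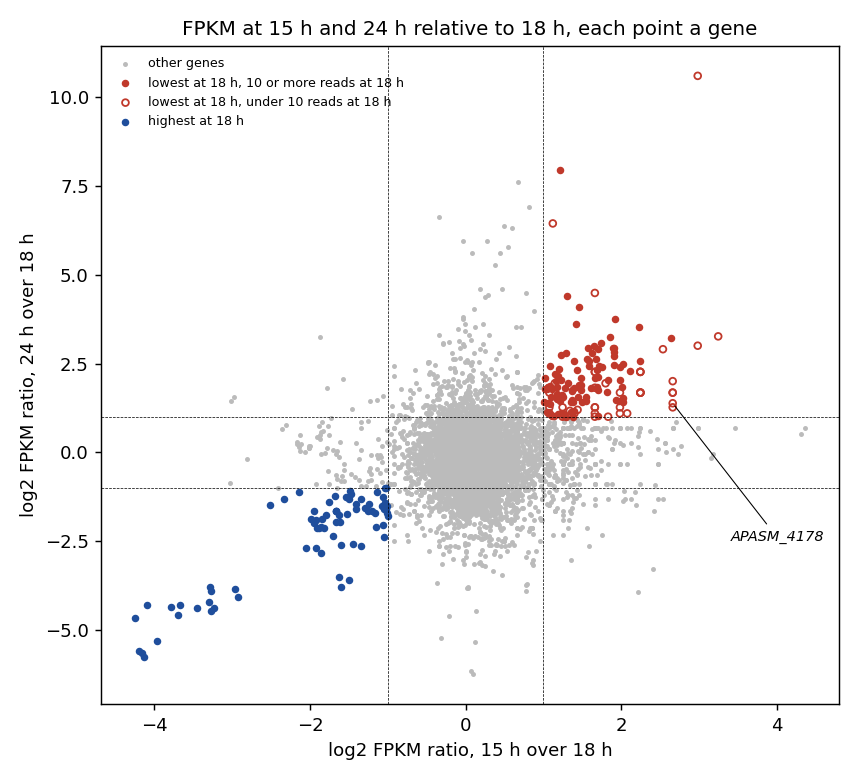
Log2 ratio of FPKM at 15 h over 18 h (horizontal axis) and at 24 h over 18 h (vertical axis), 1 point per gene with reads in all 3 libraries, with dashed lines at 2-fold. The 142 genes lowest at 18 h are red, open where they had under 10 reads at 18 h, and the 88 genes highest at 18 h are blue.

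Of the 12 genes of Table S4, 9 met the limit under their locus tags. For *APASM_1806*, annotated as a cyclase/dehydrase, the ratio to 18 h was 6.22 at 15 h (interval 5.52 to 7.01) and 9.33 at 24 h (8.33 to 10.5), on 1373, 349, and 2024 reads at 15, 18, and 24 h. For the serine/threonine protein kinase gene *APASM_1927* these ratios were 4.33 (3.21 to 5.90) and 4.88 (3.64 to 6.63), and for the phosphoketolase gene *APASM_3372* they were 4.69 (3.04 to 7.41) and 11.7 (7.88 to 17.8). These 3 genes had both lower ends at 2 or more. The other 6 of the 9 genes had under 10 reads at 18 h, and *APASM_1687*, *APASM_2967*, *APASM_4714*, and *APASM_4728* had 1 read each. For *APASM_2967*, with 3, 1, and 2 reads, the ratios were 4.74 (0.381 to 249) and 3.22 (0.168 to 190), so no difference was detectable at this depth. The urea transporter gene *APASM_1687* went from 1 read at 18 h to 970 reads at 24 h, while its 5 reads at 15 h gave a ratio of 7.90 (0.884 to 374). The remaining 3 genes were below the limit under their locus tags. The ratios were 1.17 and 1.64 for *APASM_3971*, 1.58 and 1.15 for *APASM_4084*, and 0.794 and 0.443 for *APASM_4527*. Table S4 annotates *APASM_3971* as an alpha-mannosidase and *APASM_4084* as a transcriptional regulator, unlike the deposited annotation of these tags. The genes *APASM_3972* and *APASM_4048*, so annotated, returned their Table S4 values, a match sought after the values were seen. Both met the limit, on 1 and 3 reads at 18 h.

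**Figure D2:**
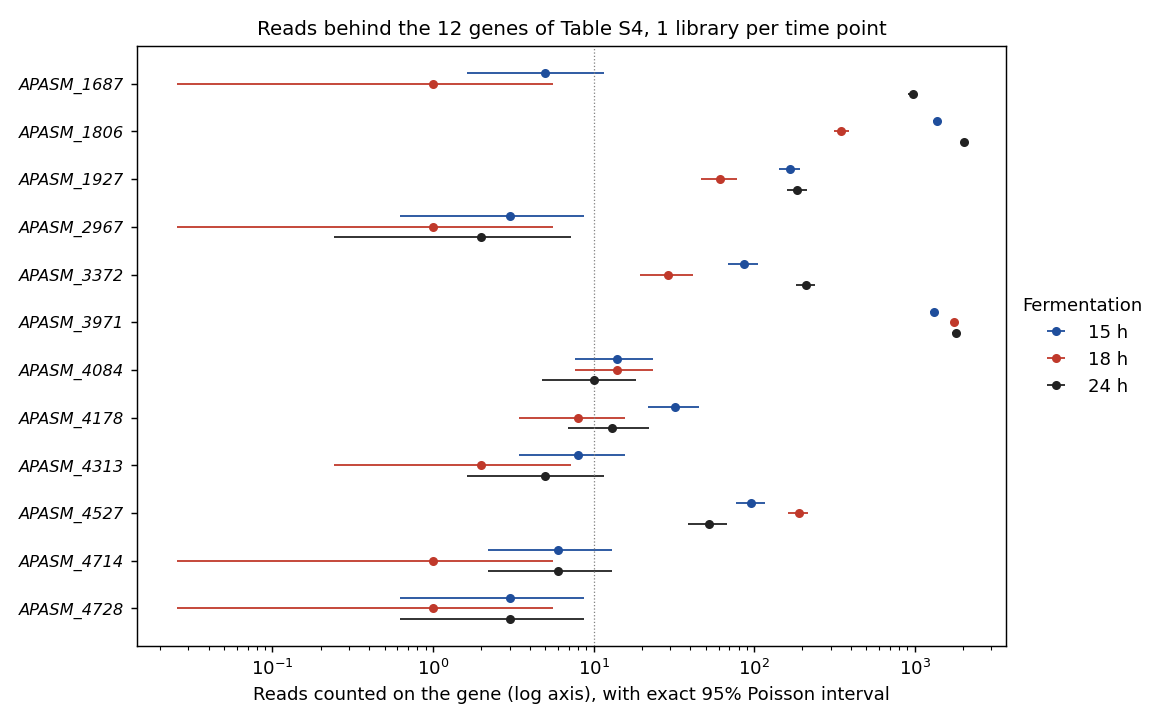
Reads counted under each of the 12 locus tags of Table S4 at 15, 18, and 24 h (log axis). Bars are exact 95% Poisson intervals that cover counting error only, and the dotted line is at 10 reads. The reads are not scaled for library size, which is largest at 18 h, and 4 of the genes had 1 read at 18 h.

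Among genes at an FPKM of 10 or more at 15 h and 24 h, the 5 with the largest smaller ratio were *APASM_1806*, *APASM_1808*, *APASM_1927*, *APASM_2540*, and *APASM_3381*. The dehydrogenase gene *APASM_1808* had ratios of 4.71 (4.16 to 5.35) and 5.99 (5.31 to 6.78), and the catalase gene *APASM_2540* had 4.04 (3.75 to 4.36) and 5.67 (5.27 to 6.09). The paper assumes that genes involved in the fragmentation have their lowest transcription at 18 h, and takes the genes past the fold limit on both sides of 18 h as its candidates.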

According to this criterion, comparative analysis was subsequently performed among these three transcriptomes, and 12 genes were identified from a total of 7038 genes of the *A. pretiosum* ATCC 31,280 genome, with a ≥ 2-fold higher transcription at 15 h and 24 h than that at 18 h (Supplementary Table S4). The transcription of these 12 genes was further verified through quantitative real-time PCR (qRT-PCR), among which 10 were found to keep the similar patterns with those obtained by transcriptome analysis. Genes *APASM_1687* and *APASM_4084* had continuously increased transcription from 15 to 24 h (Supplementary Figure S1).

These 12 candidate genes were individually deleted through double crossover homologous recombination to investigate any involvement in the fragmentation (Supplementary Figure S2). Whereas the deletions of 11 genes had no noticeable effect on the fragmentation (Supplementary Figure S3), the deletion of gene *APASM_4178*, coding for a subtilisin-family serine peptidase, led to a delayed fragmentation by 30 h, from the original 18 h in the wild-type to 48 h in the mutant WYT-5 (Figure 2A). Moreover, the *APASM_4178* deletion mutant WYT-5 had a 26.99% improved biomass of 22.77 mg/mL at day 4 and a 43.65% increased AP-3 yield (56.64 mg/L) compared with those of the wild-type (Figure 2B,C). Further confirmation came from the trans-complementation of the mutant WYT-5 with a cloned *APASM_4178* under the control of kasOp* promoter on a ΦC31-derived integrative plasmid, which resulted in a recovered mycelial fragmentation at 18 h in mutant WYT-13, similar to that of the wild-type *A. pretiosum* ATCC 31280 (Figure 2D).

### 3.3. The Transcription of APASM_4178 and Mycelial Fragmentation is AdpA-Like-Dependent

The recurrent fragmentation of *A. pretiosum* ATCC 31280 in early growth phase suggests an involvement of quorum sensing-like regulation (Figure 1B). The γ-butyrolactone system is the primary quorum sensing system in actinomycetes, and the widespread A-factor-dependent proteins (AdpA) mediate the regulatory signals of various γ-butyrolactone molecules and exert pleiotropic regulation on morphology differentiation and secondary metabolism [44,45]. Therefore, the upstream region of *APASM_4178* was analyzed, and two conserved AdpA-binding motifs, 5′-TGACGGGGAG-3′ and 5′-CGCGCCGCCA-3′ (in reversed orientation), were identified (Figure 3A) [46].

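*APASM_4178* lies on the reverse strand of the chromosome from position 5019795 to 5023070, as the deposited table gives it, without naming the genome build. The methods name a genome sequence of this strain for the cloning, not for the RNA-seq. Its 3276 bp are annotated as a peptidase of the S8 and S53 families (subtilisin, kexin, sedolisin). On this strand the upstream region is the 546 bp between the gene and *APASM_4179*, a gene of 1986 bp for a hypothetical protein in the same direction. Downstream, after 287 bp, follows *APASM_4177*, of 3198 bp and with the annotation of *APASM_4178*, also on the reverse strand. The catalase gene *APASM_4176* comes next, on the forward strand. In the wild-type libraries at 15, 18, and 24 h, *APASM_4177* had 34, 11, and 0 reads, an FPKM of 0.852, 0.174, and 0. A count of 0 allows an FPKM of up to 0.0766 at 24 h (3 reads), and the counting interval of 24 h over 18 h reached from 0 to 0.641. Whether the authors' counting could split reads between these adjacent genes of like annotation is not given in the sources used here. *APASM_4179* had an FPKM of 191, 165, and 774, and *APASM_4176* had 328, 373, and 1148.

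**Figure D3:**
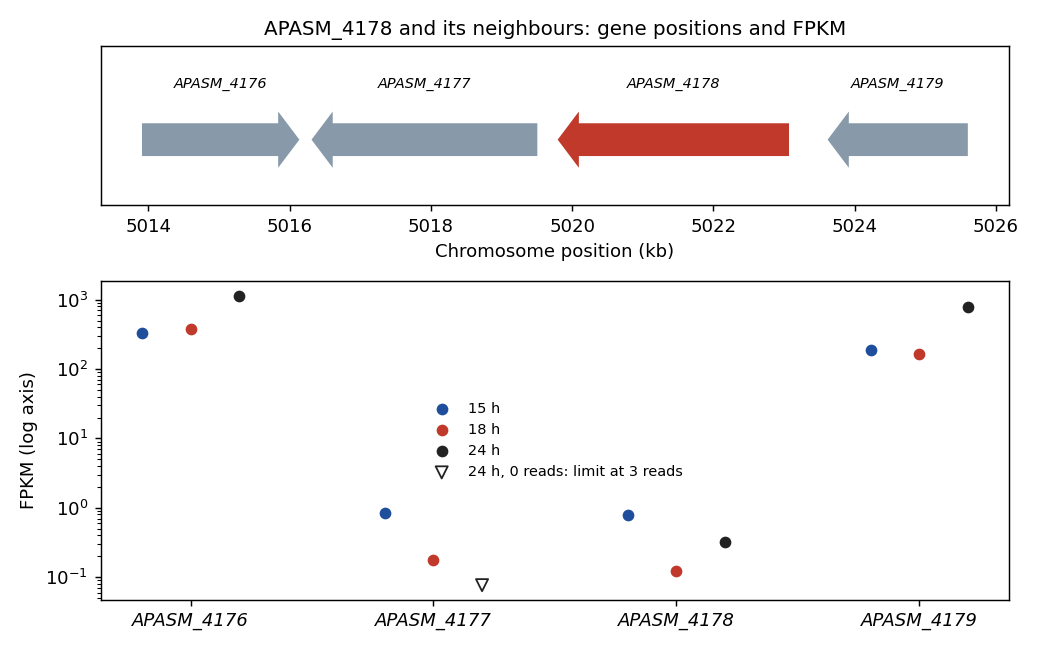
Top, the positions and directions of *APASM_4176* to *APASM_4179* in kb of the chromosome, to scale. Bottom, FPKM of each gene at 15, 18, and 24 h (log axis, 1 library each), with the open triangle at the limit of 3 reads for *APASM_4177* at 24 h. *APASM_4177* and *APASM_4178* lie below an FPKM of 1 at every time point, far below both outer genes.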

Moreover, four genes, namely *APASM_1021*, *APASM_3332*, *APASM_4306*, and *APASM_5462*, were found to be annotated as AdpA-like-coding genes in the genome of *A. pretiosum* ATCC 31280. However, they share a relatively low sequence identity between 39.62 and 51.46% (Supplementary Figure S4A). Subsequently all four genes were individually deleted through homologous recombination in *A. pretiosum* ATCC 31280, and the transcription of *APASM_4178* in each mutant was analyzed through qRT-PCR. In the *APASM_1021* deletion mutant WYT-15, the transcription of *APASM_4178* was substantially reduced, whereas its transcription in the mutants of *APASM_3332*, *APASM_4306*, and *APASM_5462* remained as high as that of the wild-type during the first 48-h cultivation (Figure 3B) (Supplementary Figure S4B). Accordingly, the mycelial morphology was examined under phase-contrast light microscope. As expected, the mycelial fragmentation occurred at 18 h in the wild-type but not in mutant WYT-15 (Figure 3C), suggesting that *APASM_1021* is involved in the expression of *APASM_4178*. However, the production of AP-3 is abolished (data not shown) in WYT-15, which could be explained by the pleiotropic regulatory roles of AdpA-like proteins in actinomycetes [47].

Furthermore, an electrophoretic mobility shift assay (EMSA) was performed with purified His-tagged APASM_1021 and a 131-bp 5′-FAM-labelled DNA probe P4178, containing the two conserved AdpA-binding motifs within the putative promoter region of *APASM_4178* (Figure 3A). APASM_1021 was found to bind the labeled probe P4178 at concentrations above 0.5 μM. When 10-fold of unlabeled probe P4178 was added to the binding mixture, the binding was competitively reversed, whereas a supplementation of 10-fold of nonspecific poly(dI-dC) had no effect (Figure 3D). The above-described results confirmed a specific regulation of the AdpA-like protein APASM_1021 on the expression of the subtilisin-like peptidase APASM_4178.

### 3.4. Overexpression of Subtilisin Inhibitors Alleviated Mycelial Fragmentation and Increased AP-3 Production

Subtilisin-like serine peptidases are widely spreaded in actinomycetes, and it is believed to be involved in morphology differentiation and other protein maturation processes. The activities of subtilisins are usually modulated by cognate subtilisin inhibitors (SSI) through specific binding [48,49]. Therefore, the genome sequence of *A. pretiosum* ATCC 31280 was analyzed and two SSI genes, *APASM_3064* and *APASM_6209*, were identified. Since the presence of subtilisin-like APASM_4178 causes the mycelial fragmentation, these two SSI genes were individually overexpressed in *A. pretiosum* ATCC 31280 to test if there is an inhibition on the activity of APASM_4178 and consequent alleviation of mycelial fragmentation. As expected, the overexpression of each gene under the control of a strong kasOp* promoter led to a disappearance of mycelial fragmentation during the first 48-h cultivation (Figure 4A,B). Moreover, the overexpression of *APASM_3064* led to 34.54% and 47.28% increase of biomass at day 5 and AP-3 yield, respectively, while the overexpression of *APASM_6209* led to 42.60% and 45.71% increase of biomass at day 5 and AP-3 yield, respectively, compared with those of the wild-type integrated with vector pBLQ856 (Figure 4C,D). However, the integration of ΦC31-derived plasmids caused decreased AP-3 yield for unknown reason.

### 3.5. Overexpression of APASM_4178 Led to Dispersed Mycelia and Improved Antibiotic Yields in Streptomyces Strains

Whereas *A. pretiosum* ATCC 31280 undergoes mycelial fragmentation at early stage of cultivation and has less biomass accumulation, most *Streptomyces* strains have robust growth and form large dense pellets consisting of interconnected hyphae, which usually limit the transfer of nutrients and oxygen and consequent antibiotic production [12]. In an attempt to reduce to the size of pellets, the subtilisin-like gene *APASM_4178* under the control of promoter kasOp* was introduced into salinomycin-producing *Streptomyces albus* BK 3-25 [50] and validamycin-producing *Streptomyces hygroscopicus* TL01 [51]. Interestingly, the overexpression of *APASM_4178* in both strains indeed led to dispersed mycelia (Figure 5A,B). Consequently, the yield of salinomycin was increased by 33.80%, from 17.99 to 24.07 g/L, and that of validamycin was increased by 14.94%, from 18.67 to 21.46 g/L (Figure 5C,D).

## 4. Discussion

The mycelial fragmentation of *A. pretiosum* in liquid cultures has long been noticed [52] and even utilized for efficient selection of mutants through double crossover recombination [31]. However, when yield improvement was considered for future large-scale fermentation, the accompanying low biomass (14.95 mg/mL) with the mycelial fragmentation became a serious limit (Figure 1A). In order to eventually alleviate the fragmentation, RNA-seq transcriptome analysis was performed with samples collected with 3 or 6-h intervals, and the involved gene *APASM_4178* was identified among 12 genes with the lowest transcription at 18 h of cultivation, the very moment of excessive fragmentation (Supplementary Table S3). Indeed, the deletion of *APASM_4178* led to an alleviated fragmentation, 26.99% improved biomass and 43.65% increased AP-3 yield (Figure 2A–C). 

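*APASM_4178* was covered by 32 reads at 15 h, 8 reads at 18 h, and 13 reads at 24 h, an FPKM of 0.783, 0.124, and 0.324. The ratio of 15 h over 18 h was 6.32, with a counting interval of 2.85 to 15.9. The ratio of 24 h over 18 h was 2.62, with an interval of 1.00 to 7.28, so the second ratio is only just above 1 at its lower end. Divided by *hrdB*, these ratios became 5.97 and 3.87. With a pseudocount of 1 added to the FPKM they were 1.59 and 1.18. A gene under an FPKM of 1 in each library, as this one, cannot reach 2 with that pseudocount by construction. There was 1 library per time point, so these ratios have no replicate check. Of the paper's qRT-PCR measurements in the wild type, Fig. S1 also shows this gene lowest at 18 h, and Fig. 3B shows it highest at 18 h.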

Our work displays the accuracy and efficiency of comparative transcriptome analysis in the identification of targets for genetic engineering, as also shown in the titer improvements of actinorhodin in *S. coelicolor* and of spiramycin in *Streptomyces ambofaciens* [53,54].

Gene *APASM_4178* is 3,276 bp and predicted to code for a 1091-aa 120.0-kDa multi-domain protein, composed of a 150-aa N-terminal pro-peptide region, a 236-aa subtilisin-like serine peptidase domain, and a 616-aa C-terminal region. A BLAST search using APASM_4178 as a query identified more than 100 homologs with sequence identities higher than 40% and sequence coverage higher than 91%. Moreover, most of them are from rare actinomycetes, including *Actinosynnema*, *Saccharothrix*, *Lentzea*, *Saccharomonospora*, *Actinophytocola*, and *Micromonospora*. Subtilisins are extracellular alkaline serine peptidases with a catalytic triad, consisting of Asp, His, and Ser, and are found to be widely involved in morphology differentiation and other protein maturation processes [48,49]. Different from APASM_4178 and its homologs, typical subtilisins from actinomycetes are smaller than 65.0 kDa and contain an N-terminal pro-peptide and the serine peptidase domain [55]. Due to the presence of an extra 616-aa C-terminal region in APASM_4178, its proteolytic activity was measured and compared with APASM_6525, a 519-aa subtilisin-like serine peptidase from *A. pretiosum* ATCC 31280, and SCO1355, a 537-aa subtilisin-like serine peptidase from *S. coelicolor* A3(2) [49]. The results showed that APASM_4178 has similar peptidase activity to those of APASM_6525 and SCO1355, indicating that it is indeed a subtilisin-like serine peptidase (Supplementary Figure S5). However, the function of the large C-terminal region is still unknown and needs further investigation. Interestingly, the large C-terminal region of a cell envelope-located serine proteinase from *Lactococcus lactis* SK11 was proposed to be involved in anchoring of the enzyme in the cell membrane [56].

In actinomycetes, the expression of subtilisin and its cognate SSI is usually under the control of AdpA, the pleiotropic regulatory protein in the A-factor signaling cascade [57]. Even though APASM_4178 is substantially larger than typical subtilisins, its expression is similarly regulated by AdpA-like protein, as proved by in vivo deletion of AdpA-like coding gene and in vitro EMSA (Figure 3). The early and periodic occurrence of mycelial fragmentation in *A. pretiosum* ATCC 31280 actually resembles quorum sensing behavior responding to A-factor-like signal molecules. However, searching for A-factor and butanolide biosynthetic genes in the genome of *A. pretiosum* ATCC 31280, using *scbA* from *S. coelicolor* and *sabA* from *Streptomyces ansochromogenes* as queries, failed to retrieve any homologous genes, suggesting the presence of structurally different γ-butyrolactone in *A. pretiosum* ATCC 31280. Moreover, the alleviated mycelial fragmentation still happens after 48 h in the *APASM_4178* deletion mutant WYT-5. When SSI genes were overexpressed in *A. pretiosum* ATCC 31280, the mycelial fragmentation did not occur, indicating the involvement of other subtilisin-like serine peptidase(s) in this process, which needs further investigation in the future.

In previous works for morphology engineering of actinomycetes, the cellulose synthase-like gene *cslA* [16], galactose oxidase-like gene *glxA* [17], PNAG synthase genes *matA* and *matB* [20], and amine oxidase gene *hyaS* [19] were deleted on one hand, and the cell-wall remodeling protein gene *ssgA* was overexpressed on the other hand. In our work, the large subtilisin-like serine peptidase gene *APASM_4178* was used for the first time to engineer *Streptomyces* spp. for dispersed mycelia and improved antibiotic yields, which could be applied with many of other antibiotic-producing actinomycetes, which form dense pellets in submerged culture. In addition, the overexpression of SSI in *A. pretiosum* ATCC 31280 resulted in an improved AP-3 yield higher than that of the *APASM_4178* deletion mutant. This strategy is applicable to some rare actinomycetes with mycelial fragmentation, especially those with homologous genes of *APASM_4178*.

## 5. Conclusions

This study identified a novel subtilisin-like serine peptidase gene by comparative transcriptome analysis in *A. pretiosum* ATCC 31280, and the deletion of this gene substantially reduced the mycelial fragmentation, increased biomass accumulation, and improved AP-3 yield. As a subtilisin-encoding gene, its transcription was controlled by a specific AdpA-like protein. Through the overexpression of subtilisin-binding SSI, the mycelial fragmentation was completely eliminated. The improved yields of AP-3, validamycin, and salinomycin along with altered morphologies of the producing strains highlighted new strategies for morphology engineering in actinomycetes.

## Figures and Tables

**Figure 1:**
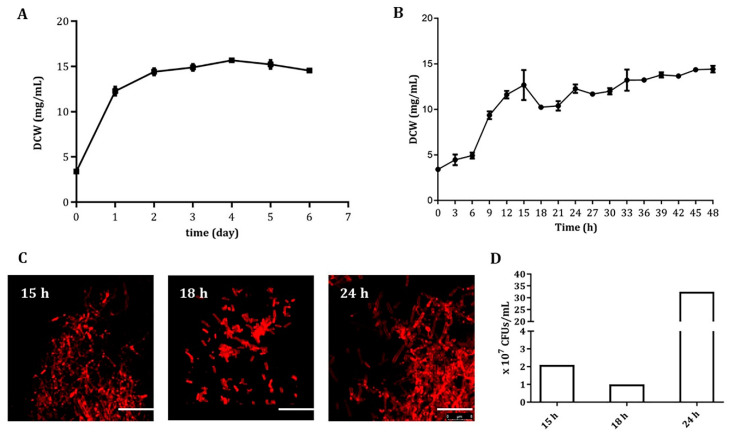
The growth and mycelial fragmentation of *A. pretiosum* ATCC 31280 in submerged cultures. (**A**) Growth curve of *A. pretiosum* ATCC 31280 during 6-day fermentation. Samples were taken daily. Error bars: mean ± standard deviation (SD; *n* = 3 biological replicates); (**B**) Growth of *A. pretiosum* ATCC 31280 during the first 48-h fermentation. Samples were taken every 3 h. Error bars: mean ± SD (*n* = 3 biological replicates); (**C**) Confocal micrographs of *A. pretiosum* ATCC 31280 at 15, 18 or 24 h. Scale bar: 10 μm. Magnification, 2500×; (**D**) Colony forming units (CFUs) of cultures at 15, 18 or 24 h.

**Figure 2:**
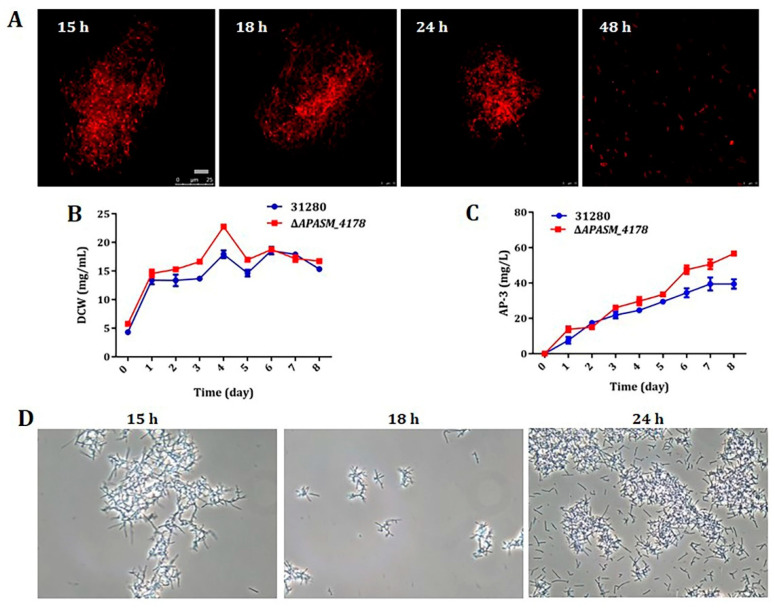
Deletion of subtilisin-like gene *APASM_4178* led to delayed mycelial fragmentation, increased growth and AP-3 yield. (**A**) Confocal micrographs of the *APASM_4178*-deleted mutant WYT-5. Scale bar: 10 μm. Magnification, 2500×; (**B**) Growth comparison between the wild-type and the mutant WYT-5. Error bars: mean ± SD (*n* = 3 biological replicates); (**C**) AP-3 yield comparison between the wild-type and the mutant WYT-5. Error bars: mean ± SD (*n* = 3 biological replicates); (**D**) Phase-contrast micrographs of WYT-5 complemented with cloned *APASM_4178*. Scale: 5 μm. Magnification, 400×.

**Figure 3:**
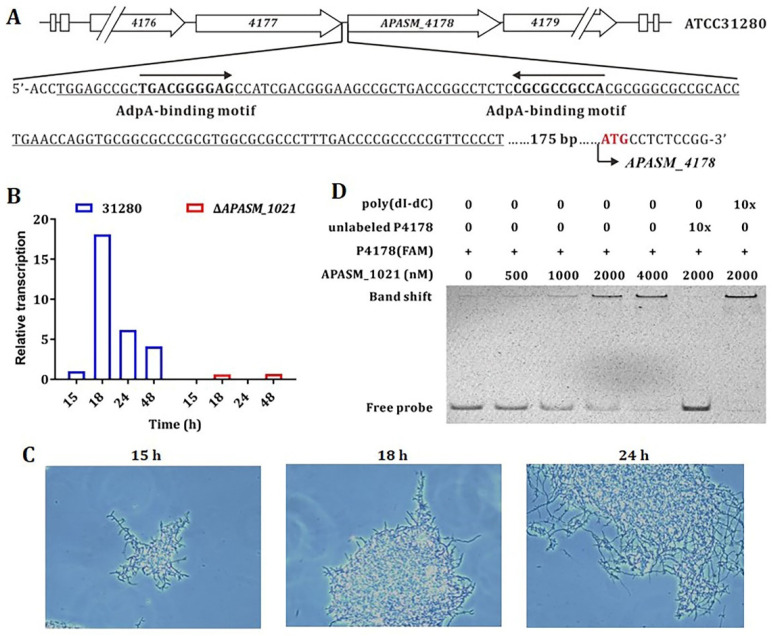
The transcription of *APASM_4178* is regulated by an AdpA-like protein APASM_1021. (**A**) Conserved AdpA-binding motifs in the upstream region of *APASM_4178*. Underlined sequences refer to the 131-bp region covered by P4178, the 5′-FAM-labeled probe for electrophoretic mobility shift assay (EMSA). The start codon of *APASM_4178* is shown in red; (**B**) The transcription of *APASM_4178* in the wild-type and the *APASM_1021*-deleted mutant WYT-15. The transcription level of *APASM_4178* in the wild-type at 15 h is set as 1; (**C**) Phase-contrast micrographs of the *APASM_1021*-deleted mutant WYT-15. Scale: 5 μm. Magnification, 400×. (**D**) EMSA of the specific binding between the upstream region of *APASM_4178* and purified APASM_1021. P4178 is a 131-bp 5′-FAM-labeled probe.

**Figure 4:**
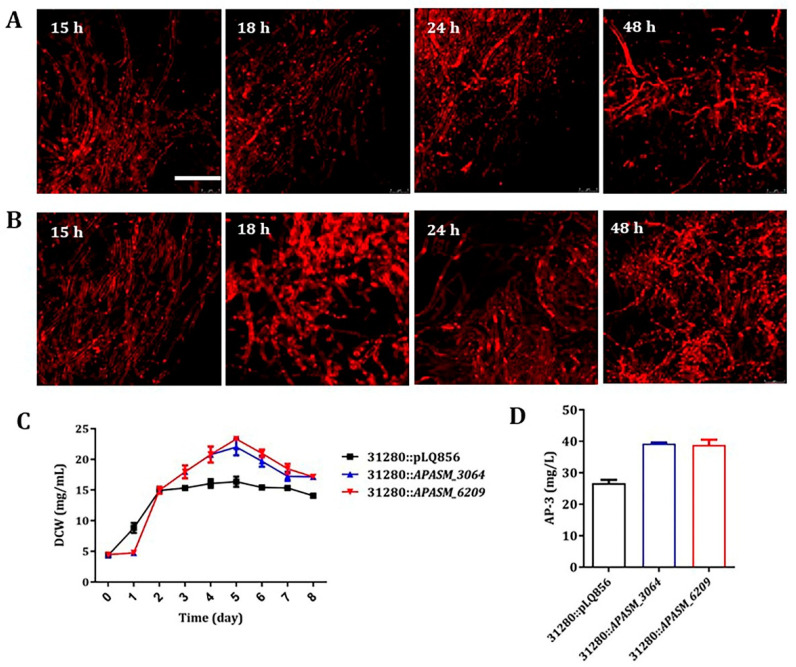
Overexpression of subtilisin inhibitor (SSI) genes in *A. pretiosum* ATCC 31280 alleviated mycelial fragmentation. (**A**) Confocal micrographs of mutant with SSI gene *APASM_3064* overexpressed. Scale bar: 10 μm. Magnification, 2500×; (**B**) Confocal micrographs of mutant with SSI gene *APASM_6209* overexpressed. Scale bar: 10 μm. Magnification, 2500×; (**C**) Growth comparison between 31280::pLQ856, the wild-type integrated with vector plasmid pLQ856, and mutants with *APASM_3064* or *APASM_3064* overexpressed. Error bars: mean ± SD (*n* = 3 biological replicates); (**D**) Yield comparison between the control strain 31280::pLQ856 and mutants with *APASM_3064* or *APASM_6209* overexpressed. Error bars: mean ± SD (*n* = 3 biological replicates).

**Figure 5:**
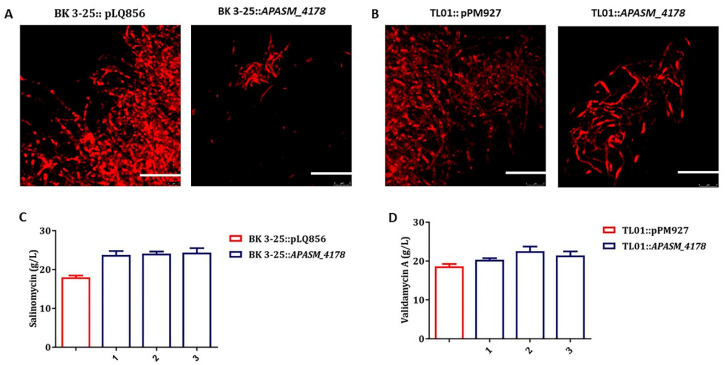
Overexpression of the subtilisin-like serine peptidase gene *APASM_4178* in salinomycin-producing *S. albus* BK 3-25 and validamycin-producing *S. hygroscopicus* TL01. (**A**) Effect of *APASM_4178* overexpression on the mycelial morphology of *S. albus* BK 3-25. Scale bars: 10 μm. Magnification, 2500×; (**B**) Effect of *APASM_4178* overexpression on the mycelial morphology of *S. hygroscopicus* TL01. Scale bars: 10 μm. Magnification, 2500×; (**C**) Effect of *APASM_4178* overexpression on salinomycin yield of *S. albus* BK 3-25. pLQ856: vector plasmid. Three mutant strains were randomly selected. Error bars: mean ± SD (*n* = 3 biological replicates); (**D**) Effect of *APASM_4178* overexpression on validamycin yield of *S. hygroscopicus* TL01. pPM927, vector plasmid. Three mutant strains were randomly selected. Error bars: mean ± SD (*n* = 3 biological replicates).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2218-273X/10/6/851/s1, Table S1: Strains and plasmids used in this study; Table S2: Primers used in this study; Table S3: Compositions of five media used for morphology observation; Table S4: Candidate genes involved in mycelial fragmentation according to RNA-seq analysis; Figure S1: qRT-PCR verification of the transcription of genes selected by RNA-seq analysis; Figure S2: Deletion of gene *APASM_4178*; Figure S3: Mycelial morphology of mutants of 11 genes selected by RNA-seq analysis; Figure S4: Sequence alignments of four AdpA-like proteins and effects of their deletions on the transcription of *APASM_4178*; Figure S5: Protease activities of APASM_4178, APASM_6525, and SCO1355.

# Supplementary material for: Subtilisin-Involved Morphology Engineering for Improved Antibiotic Production in Actinomycetes
**Source:** Biomolecules. 2020 Jun 3;10(6):851. doi: 10.3390/biom10060851
**Supplement:** Supplementary file 1

## Article

# Subtilisin-Involved Morphology Engineering for Improved Antibiotic Production in Actinomycetes

Yuanting Wu <sup>1,2</sup>, Qianjin Kang <sup>1,2</sup>, Li-Li Zhang <sup>3</sup> and Linquan Bai <sup>1,2,3,\*</sup>

**Table S1.** Strains and plasmids used in this study.

| Strains or Plasmids               | Features                                                                                                                                                                                                                                                                                                                        | Sources    |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| <i>A. pretiosum</i>               |                                                                                                                                                                                                                                                                                                                                 |            |
| ATCC 31280                        | Wild-type producer for ansamitocins                                                                                                                                                                                                                                                                                             | ATCC       |
| WYT-1                             | Deletion of APASM_4714 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-2                             | Deletion of APASM_1687 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-3                             | Deletion of APASM_4313 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-4                             | Deletion of APASM_1806 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-5                             | Deletion of APASM_4178 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-6                             | Deletion of APASM_4084 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-7                             | Deletion of APASM_4728 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-8                             | Deletion of APASM_3971 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-9                             | Deletion of APASM_4527 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-10                            | Deletion of APASM_1927 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-11                            | Deletion of APASM_3372 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-12                            | Deletion of APASM_2967 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-13                            | WYT-5 complemented with cloned APASM_4178 under the control of <i>kasOp</i> * promoter, Apr <sup>R</sup>                                                                                                                                                                                                                        | This work  |
| WYT-15                            | Deletion of APASM_1021 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-16                            | Deletion of APASM_3332 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-17                            | Deletion of APASM_4306 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-18                            | Deletion of APASM_5462 in <i>A. pretiosum</i> ATCC 31280                                                                                                                                                                                                                                                                        | This work  |
| WYT-20                            | <i>A. pretiosum</i> ATCC 31280 with cloned APASM_3064 under the control of <i>kasOp</i> * promoter, Apr <sup>R</sup>                                                                                                                                                                                                            | This work  |
| WYT-21                            | <i>A. pretiosum</i> ATCC 31280 with cloned APASM_6209 under the control of <i>kasOp</i> * promoter, Apr <sup>R</sup>                                                                                                                                                                                                            | This work  |
| WYT-24                            | <i>A. pretiosum</i> ATCC 31280 with vector plasmid pLQ856, Apr <sup>R</sup>                                                                                                                                                                                                                                                     | This work  |
| WYT-25                            | WYT-15 with vector plasmid pLQ856, Apr <sup>R</sup>                                                                                                                                                                                                                                                                             | This work  |
| <i>Streptomyces albus</i>         |                                                                                                                                                                                                                                                                                                                                 |            |
| BK 3-25                           | High-yield producer of salinomycin                                                                                                                                                                                                                                                                                              | [1]        |
| WYT-26                            | BK 3-25 with vector plasmid pLQ856, Apr <sup>R</sup>                                                                                                                                                                                                                                                                            | This work  |
| WYT-27                            | BK 3-25 with cloned APASM_4178 under the control of <i>kasOp</i> * promoter, Apr <sup>R</sup>                                                                                                                                                                                                                                   | This work  |
| <i>Streptomyces hygroscopicus</i> |                                                                                                                                                                                                                                                                                                                                 |            |
| TL01                              | High-yield producer of validamycin                                                                                                                                                                                                                                                                                              | [2]        |
| WYT-28                            | TL01 with vector plasmid pPM927, Thio <sup>R</sup>                                                                                                                                                                                                                                                                              | This work  |
| WYT-29                            | TL01 with cloned APASM_4178 under the control of <i>kasOp</i> * promoter, Apr <sup>R</sup>                                                                                                                                                                                                                                      | This work  |
| <i>E. coli</i>                    |                                                                                                                                                                                                                                                                                                                                 |            |
| DH10B                             | F <sup>-</sup> <i>mcrA</i> Δ( <i>mrr-hsdRMS-mcrBC</i> ) φ80 <i>lacZ</i> Δ <i>M15</i> Δ <i>lacX74</i> <i>recA1</i> <i>endA1</i> <i>araD139</i> Δ( <i>ara, leu</i> )7997 <i>galU</i> <i>galK</i> λ <sup>-</sup> <i>rspL</i> <i>nupG</i>                                                                                           | Invitrogen |
| ET12567(pUZ8002)                  | F <sup>-</sup> <i>dam-13::Tn9</i> <i>dcm-6</i> <i>hsdM</i> <i>hsdR</i> <i>zjj-202::Tn10</i> <i>recF143</i> <i>galK2</i> <i>galT22</i> <i>ara-14</i> <i>lacY1</i> <i>xyl-5</i> <i>leuB6</i> <i>thi-1</i> <i>tonA31</i> <i>rpsL136</i> <i>hisG4</i> <i>tsx-78</i> <i>mtl-1</i> <i>glnV44</i> (Cml <sup>R</sup> Kan <sup>R</sup> ) | [3]        |
| BL21(DE3)/pLysE                   | F <sup>-</sup> <i>ompT</i> <i>hsdS</i> ( <i>r<sup>+</sup></i> m <sup>+</sup> ) <i>gal</i> <i>dcm</i> (DE3) pLysE (Cml <sup>R</sup> )                                                                                                                                                                                            | [4]        |

Table S1. Cont.

| Strains or Plasmids | Features                                                                         | Sources    |
|---------------------|----------------------------------------------------------------------------------|------------|
|                     | Plasmids                                                                         |            |
| pBluescript KS-     | <i>bla</i> , <i>lacZ</i> , <i>oriF1</i>                                          | Stratagene |
| pIB139              | <i>attP</i> , <i>int</i> , <i>oriT</i> , <i>PermE*</i> , <i>aac(3)IV</i>         | [5]        |
| pJTU1278            | <i>rep</i> -pIJ101, <i>bla</i> , <i>tsr</i> , <i>oriT</i>                        | [6]        |
| pET28a              | <i>rep</i> -pBR322, <i>pT7</i> , His6-tag, <i>neo</i>                            | Novogen    |
| pPM927              | pSAM2 derivative, <i>tsr</i> , <i>oriT</i>                                       | [7]        |
| pLQ855              | Construct for the deletion of <i>APASM_4178</i>                                  | This work  |
| pLQ856              | pSET152 with promoter <i>kasOp*</i>                                              | This work  |
| pLQ864              | Construct for the deletion of <i>APASM_1021</i>                                  | This work  |
| pLQ869              | pLQ856 with cloned <i>APASM_3064</i> under the control of <i>kasOp*</i>          | This work  |
| pLQ870              | pLQ856 with cloned <i>APASM_6209</i> under the control of <i>kasOp*</i>          | This work  |
| pLQ874              | pLQ856 with cloned <i>APASM_4178</i> under the control of <i>kasOp*</i>          | This work  |
| pLQ881              | pET28a with cloned <i>APASM_1021</i> for the overexpression of <i>APASM_1021</i> | This work  |
| pLQ893              | pPM927 with cloned <i>APASM_4178</i> under the control of <i>kasOp*</i>          | This work  |

Table S2. Primers used in this study.

| Primers  | Sequence (5'-3')                                                                  |
|----------|-----------------------------------------------------------------------------------|
| 4714-L-F | ATAGGATCCCAGCGACAGCTCGAACAG ( <i>Bam</i> HI), for <i>APASM_4714</i> deletion      |
| 4714-L-R | ATAGAATTCCGGTCCTCGGTGGTCATGT ( <i>Eco</i> RI), for <i>APASM_4714</i> deletion     |
| 4714-R-F | ATAGAATTCACAACGACCGCACCAGGA ( <i>Eco</i> RI), for <i>APASM_4714</i> deletion      |
| 4714-R-R | ATAAAGCTTATGATCTTGCCGCGGTACAG ( <i>Hind</i> III), for <i>APASM_4714</i> deletion  |
| 1687-L-F | ATAGGATCCGCCAGCTCCAGGTTCTCC ( <i>Bam</i> HI), for <i>APASM_1687</i> deletion      |
| 1687-L-R | ATAGAATTCGTGATCGTGTTCTCCAGTTC ( <i>Eco</i> RI), for <i>APASM_1687</i> deletion    |
| 1687-R-F | ATAGAATTCGCCGCCATCACGAACTC ( <i>Eco</i> RI), for <i>APASM_1687</i> deletion       |
| 1687-R-R | ATAAAGCTTTGCCACCACCACGTCCTC ( <i>Hind</i> III), for <i>APASM_1687</i> deletion    |
| 4313-L-F | ATAGGATCCCAGGACGACGACGAGGAG ( <i>Bam</i> HI), for <i>APASM_4313</i> deletion      |
| 4313-L-R | ATAGAATTCGGATCTCCTCCTCGGTGAAC ( <i>Eco</i> RI), for <i>APASM_4313</i> deletion    |
| 4313-R-F | ATAGAATTCTGGTGTCGTGGTGGA ( <i>Eco</i> RI), for <i>APASM_4313</i> deletion         |
| 4313-R-R | ATAAAGCTTCTGGTGCGGGTAGGAGTC ( <i>Hind</i> III), for <i>APASM_4313</i> deletion    |
| 1806-L-F | ATAGGATCCATCCTGGTCCGCGAGGAG ( <i>Bam</i> HI), for <i>APASM_1806</i> deletion      |
| 1806-L-R | ATAGAATTCGACCCGCTGTCCTGATC ( <i>Eco</i> RI), for <i>APASM_1806</i> deletion       |
| 1806-R-F | ATAGAATTCACGTGTGTCGCAACCTCTCC ( <i>Eco</i> RI), for <i>APASM_1806</i> deletion    |
| 1806-R-R | ATAAAGCTTGACCCGATGCCGATGATGA ( <i>Hind</i> III), for <i>APASM_1806</i> deletion   |
| 4178-L-F | ATATCTAGAGTCCGGGTGCTGCTGGGCC ( <i>Xba</i> I), for <i>APASM_4178</i> deletion      |
| 4178-L-R | ATAGAATTCCTGCTCCACTTCGGACTCGTC ( <i>Eco</i> RI), for <i>APASM_4178</i> deletion   |
| 4178-R-F | ATAGAATTCACCAACCCGCGGAGAGC ( <i>Eco</i> RI), for <i>APASM_4178</i> deletion       |
| 4178-R-R | ATAAAGCTTCCAACGCGAGTACTACTT ( <i>Hind</i> III), for <i>APASM_4178</i> deletion    |
| 4084-L-F | ATATCTAGAGTAGCGGAGGACCACCGT ( <i>Xba</i> I), for <i>APASM_4084</i> deletion       |
| 4084-L-R | ATAGAATTCGCATACGCTGCCGAACC ( <i>Eco</i> RI), for <i>APASM_4084</i> deletion       |
| 4084-R-F | ATAGAATTCGACGCAGGTGCTGTCCTT ( <i>Eco</i> RI), for <i>APASM_4084</i> deletion      |
| 4084-R-R | ATAAAGCTTCCGTCGCCAGCTACATCA ( <i>Hind</i> III), for <i>APASM_4084</i> deletion    |
| 4728-L-F | ATATCTAGAGCAGCGGTGACGAGTC ( <i>Xba</i> I), for <i>APASM_4728</i> deletion         |
| 4728-L-R | ATAGAATTCGGTTCAGCTCAGGGTGTT ( <i>Eco</i> RI), for <i>APASM_4728</i> deletion      |
| 4728-R-F | ATAGAATTCAGAAGTCCCTGCGGGCCTG ( <i>Eco</i> RI), for <i>APASM_4728</i> deletion     |
| 4728-R-R | ATAAAGCTTGGCATGAGGTGGTCAACAG ( <i>Hind</i> III), for <i>APASM_4728</i> deletion   |
| 3971-L-F | ATATCTAGAGGACCTTCGACGACGAGG ( <i>Xba</i> I), for <i>APASM_3971</i> deletion       |
| 3971-L-R | ATAGAATTCGAGCTGGCTAGGTGCTG ( <i>Eco</i> RI), for <i>APASM_3971</i> deletion       |
| 3971-R-F | ATAGAATTCAGCCGTCGCTCCACCAG ( <i>Eco</i> RI), for <i>APASM_3971</i> deletion       |
| 3971-R-R | ATAAAGCTTGTGCTGCTCCGCCGTAC ( <i>Hind</i> III), for <i>APASM_3971</i> deletion     |
| 4527-L-F | ATATCTAGACGGCGATGATCCAGGAGTC ( <i>Xba</i> I), for <i>APASM_4527</i> deletion      |
| 4527-L-R | ATAGAATTCGTACGACGACGCGAGGAC ( <i>Eco</i> RI), for <i>APASM_4527</i> deletion      |
| 4527-R-F | ATAGAATTCACCAACGACCGACTGGGAG ( <i>Eco</i> RI), for <i>APASM_4527</i> deletion     |
| 4527-R-R | ATAAAGCTTGTACCGCTACCGCTACGAC ( <i>Hind</i> III), for <i>APASM_4527</i> deletion   |
| 1927-L-F | ATATCTAGATACGGCTTCCACGGGCTGT ( <i>Xba</i> I), for <i>APASM_1927</i> deletion      |
| 1927-L-R | ATAGAATTCGACAGAGACAGGGACACAAC ( <i>Eco</i> RI), for <i>APASM_1927</i> deletion    |
| 1927-R-F | ATAGAATTCGATGGCGCTGCGCGTTT ( <i>Eco</i> RI), for <i>APASM_1927</i> deletion       |
| 1927-R-R | ATAAAGCTTCCGTTCCGATTCCGGCACTTC ( <i>Hind</i> III), for <i>APASM_1927</i> deletion |
| 3372-L-F | ATATCTAGAGAAGGCGAGTTCTGGTTGTG ( <i>Xba</i> I), for <i>APASM_3372</i> deletion     |
| 3372-L-R | ATAGAATTCGGCGTGCAGGAAGGTGAT ( <i>Eco</i> RI), for <i>APASM_3372</i> deletion      |

Table S2. Cont.

| Primers     | Sequence (5'-3')                                                        |
|-------------|-------------------------------------------------------------------------|
| 3372-R-F    | ATAGAATTCCCACGTCCACGGCTACCT ( <i>EcoRI</i> ), for APASM_3372 deletion   |
| 3372-R-R    | ATAAAGCTTTGTGGTGGTGGCGTTCCT ( <i>HindIII</i> ), for APASM_3372 deletion |
| 2967-L-F    | ATATCTAGATGTGGTGGTGGCGTTCCT ( <i>XbaI</i> ), for APASM_2967 deletion    |
| 2967-L-R    | ATAGAATTCTGACCACGGCGATGTCCAT ( <i>EcoRI</i> ), for APASM_2967 deletion  |
| 2967-R-F    | ATAGAATTTCAGTCGGACTCGCACAAATC ( <i>EcoRI</i> ), for APASM_2967 deletion |
| 2967-R-R    | ATAAAGCTTGTTCGCGCAGATGATGCT ( <i>HindIII</i> ), for APASM_2967 deletion |
| 4178-F      | ATACATATGCCTCTCCGAAAGCGCTCTCCG ( <i>NdeI</i> )                          |
| 4178-R      | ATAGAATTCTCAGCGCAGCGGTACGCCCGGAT ( <i>EcoRI</i> )                       |
| 4714-ver-F  | CGTTCGTCTGGTCTTCA                                                       |
| 4714-ver-R  | ACTGCGGCAGGTAGATCA                                                      |
| 1687-ver-F  | GCGAAGCACAGGTACTTC                                                      |
| 1687-ver-R  | GGTGGCGTGGAACACT                                                        |
| 4313-ver-F  | GGTGACCCGCAGCATCAT                                                      |
| 4313-ver-R  | GTCGGTGCCGAACCAGTG                                                      |
| 1806-ver-F  | TACTCGGTGTACGGCGTC                                                      |
| 1806-ver-R  | TTCCCAGTGGTATTTCCCT                                                     |
| 4178-ver-F  | GTACGCCCGGATAATGGT                                                      |
| 4178-ver-R  | GAGCGGAGGAGAACACAT                                                      |
| 4084-ver-F  | ACATCCGACACCAATCAC                                                      |
| 4084-ver-R  | AGCATCTGTCTCCTTTCTC                                                     |
| 4728-ver-F  | CTGGAAGCCGACCGAGAC                                                      |
| 4728-ver-R  | CGTGGGAGAGCAGGAGGA                                                      |
| 3971-ver-F  | CTACCACGGGCACTTCAA                                                      |
| 3971-ver-R  | TCAACGACTCCACCTACG                                                      |
| 4527-ver-F  | GGTAGACCAGGACCATGCC                                                     |
| 4527-ver-R  | CCGTGACGATGGACGACTC                                                     |
| 1927-ver-F  | GTGAACCGCCAGCTCAGG                                                      |
| 1927-ver-R  | GTGAACCGCCAGCTCAGG                                                      |
| 3372-ver-F  | CCGAGGACCAGCAGCAGTT                                                     |
| 3372-ver-R  | TCGTGAGCACCAGCACCA                                                      |
| 2967-ver-F  | GTCTTCTACGGCATCACGAC                                                    |
| 2967-ver-R  | CGCTGGAGGTGTACGAGG                                                      |
| 1021-L-F    | ATAGGATCCGTAGTCGCCGAAGCCGTC ( <i>BamHI</i> )                            |
| 1021-L-R    | ATAGAATTCCGGTAGAGCCTCCGGTCCG ( <i>EcoRI</i> )                           |
| 1021-R-F    | ATAGAATTTCGCTGCTGGAGACCACGGA ( <i>EcoRI</i> )                           |
| 1021-R-R    | ATAAAGCTTGCAGCACACCAGCCAGTC ( <i>HindIII</i> )                          |
| 1021-ver-F  | GTAAGAGCAGCAGGTTTAC                                                     |
| 1021-ver-R  | CAAGCAAGGAGCCTTTTCG                                                     |
| 4178-RT-F   | CCTGCTCGTAGACGGTGC                                                      |
| 4178-RT-R   | TGTCCGGGACCTCGATGG                                                      |
| P4178-F-FAM | AGGGGAACGGGGGCGGGGT                                                     |
| P4178-R     | TGGAGCCGCTGACGGGGA                                                      |
| 3064-F      | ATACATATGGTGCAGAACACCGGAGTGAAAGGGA ( <i>NdeI</i> )                      |
| 3064-R      | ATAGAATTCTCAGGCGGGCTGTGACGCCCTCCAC ( <i>EcoRI</i> )                     |
| 6209-F      | ATACATATGAATCCCATGACACCTATTC ( <i>NdeI</i> )                            |
| 6209-R      | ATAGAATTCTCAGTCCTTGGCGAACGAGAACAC ( <i>EcoRI</i> )                      |
| 1021-F      | ATA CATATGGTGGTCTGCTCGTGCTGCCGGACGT ( <i>NdeI</i> )                     |
| 1021-R      | ATA GAATTCTCACCCGGCGGAGCGGAACGT ( <i>EcoRI</i> )                        |

**Table S3.** Compositions of five media used for morphology observation.

**Table S4.** Candidate genes involved in mycelial fragmentation according to RNA-seq analysis.

| Genes      | Annotation                           | Transcription* |           |           |
|------------|--------------------------------------|----------------|-----------|-----------|
|            |                                      | 15 h/hrdB      | 18 h/hrdB | 24 h/hrdB |
| APASM_1687 | urea ABC transporter                 | 0.43           | 0.06      | 133.23    |
| APASM_1806 | cyclase dehydratase                  | 168.38         | 28.66     | 395.41    |
| APASM_1927 | protein kinase                       | 12.44          | 3.04      | 21.96     |
| APASM_2967 | hypothetic protein                   | 0.32           | 0.07      | 0.34      |
| APASM_3372 | xylulose 5-phosphate phosphoketolase | 2.77           | 0.63      | 10.79     |
| APASM_3971 | $\alpha$ -mannosidase                | 1.07           | 0.24      | 1.70      |
| APASM_4084 | transcriptional regulator            | 1.43           | 0.26      | 2.90      |
| APASM_4178 | peptidase S8 and S53 subtilisin      | 0.74           | 0.12      | 0.48      |
| APASM_4313 | ABC transporter                      | 0.62           | 0.10      | 0.62      |
| APASM_4527 | RHS family protein                   | 0.72           | 0.17      | 0.57      |
| APASM_4714 | collagen like surface protein        | 0.68           | 0.08      | 1.09      |
| APASM_4728 | ABC transporter                      | 0.43           | 0.10      | 0.69      |

\* Mycelia were collected at 15, 18 and 24 h of the fermentation for RNA-seq analysis.

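The transcription values of Table S4 are stated relative to *hrdB*, and the table gives no multiplier. The deposited FPKM of a gene divided by that of *APASM_1474* and multiplied by 1000 returned all 3 values within 0.0051 for 9 of the 12 genes. Divided by any other gene in the same way, none of the 12 genes was returned. The other gene annotated as RpoD, *APASM_1604*, had an FPKM of 2.99, 3.98, and 1.75. Since the multiplier and *hrdB* were settled on this table, the match is by construction for 1 factor per library. For *APASM_4178* the values were 0.740, 0.124, and 0.479 at 15, 18, and 24 h, and for *APASM_1806* they were 168, 28.7, and 395. Under the tags *APASM_3971*, *APASM_4084*, and *APASM_4527* other values were found. *APASM_3971*, annotated in the deposited table as a MerR family regulator, had 137, 123, and 299. *APASM_4084*, annotated as a short-chain dehydrogenase/reductase, had 1.21, 0.808, and 1.37. *APASM_4527*, annotated as a putative Rhs protein, had 11.0, 14.6, and 9.56. Under their locus tags, 6 of the 12 genes had under 10 reads at 18 h. At 18 h, 1 read corresponds to an *hrdB*-relative value of 0.0578 for *APASM_1687* and of 0.0967 for *APASM_4728*.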

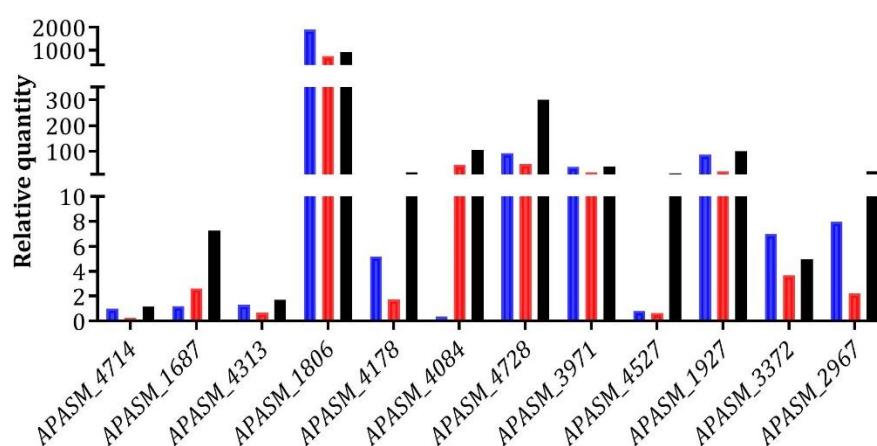

**Figure S1.** qRT-PCR verification of the transcription of genes selected by RNA-seq analysis. Transcription levels at 15, 18 and 24 h are shown in blue, red and black, respectively.

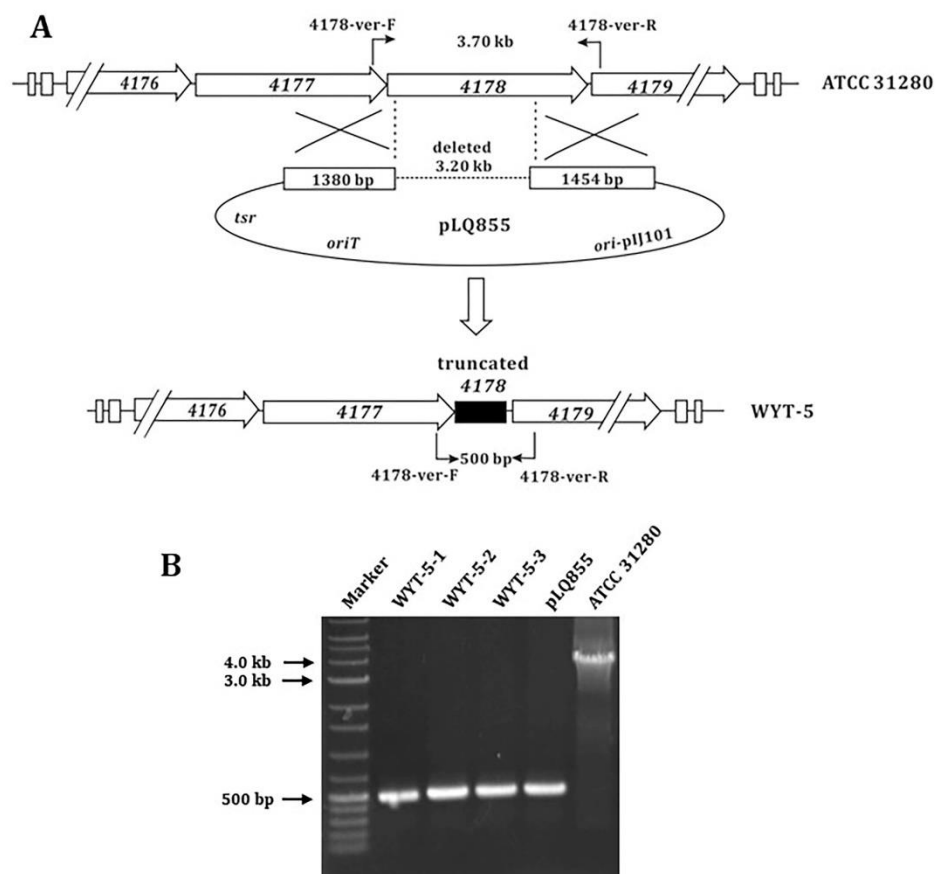

**Figure S2.** Deletion of gene *APASM\_4178* in *A. pretiosum* ATCC 31280. **(A)** Schematic construction of  $\Delta APASM_{4178}$  mutant WYT-5. 4178-ver-F/R are primers used for the verification of gene deletion by PCR. **(B)** Gel electrophoresis of the PCR-amplified fragments using total DNAs of *A. pretiosum* ATCC 31280 or WYT-5 as templates and primers 4178-ver-F/R.

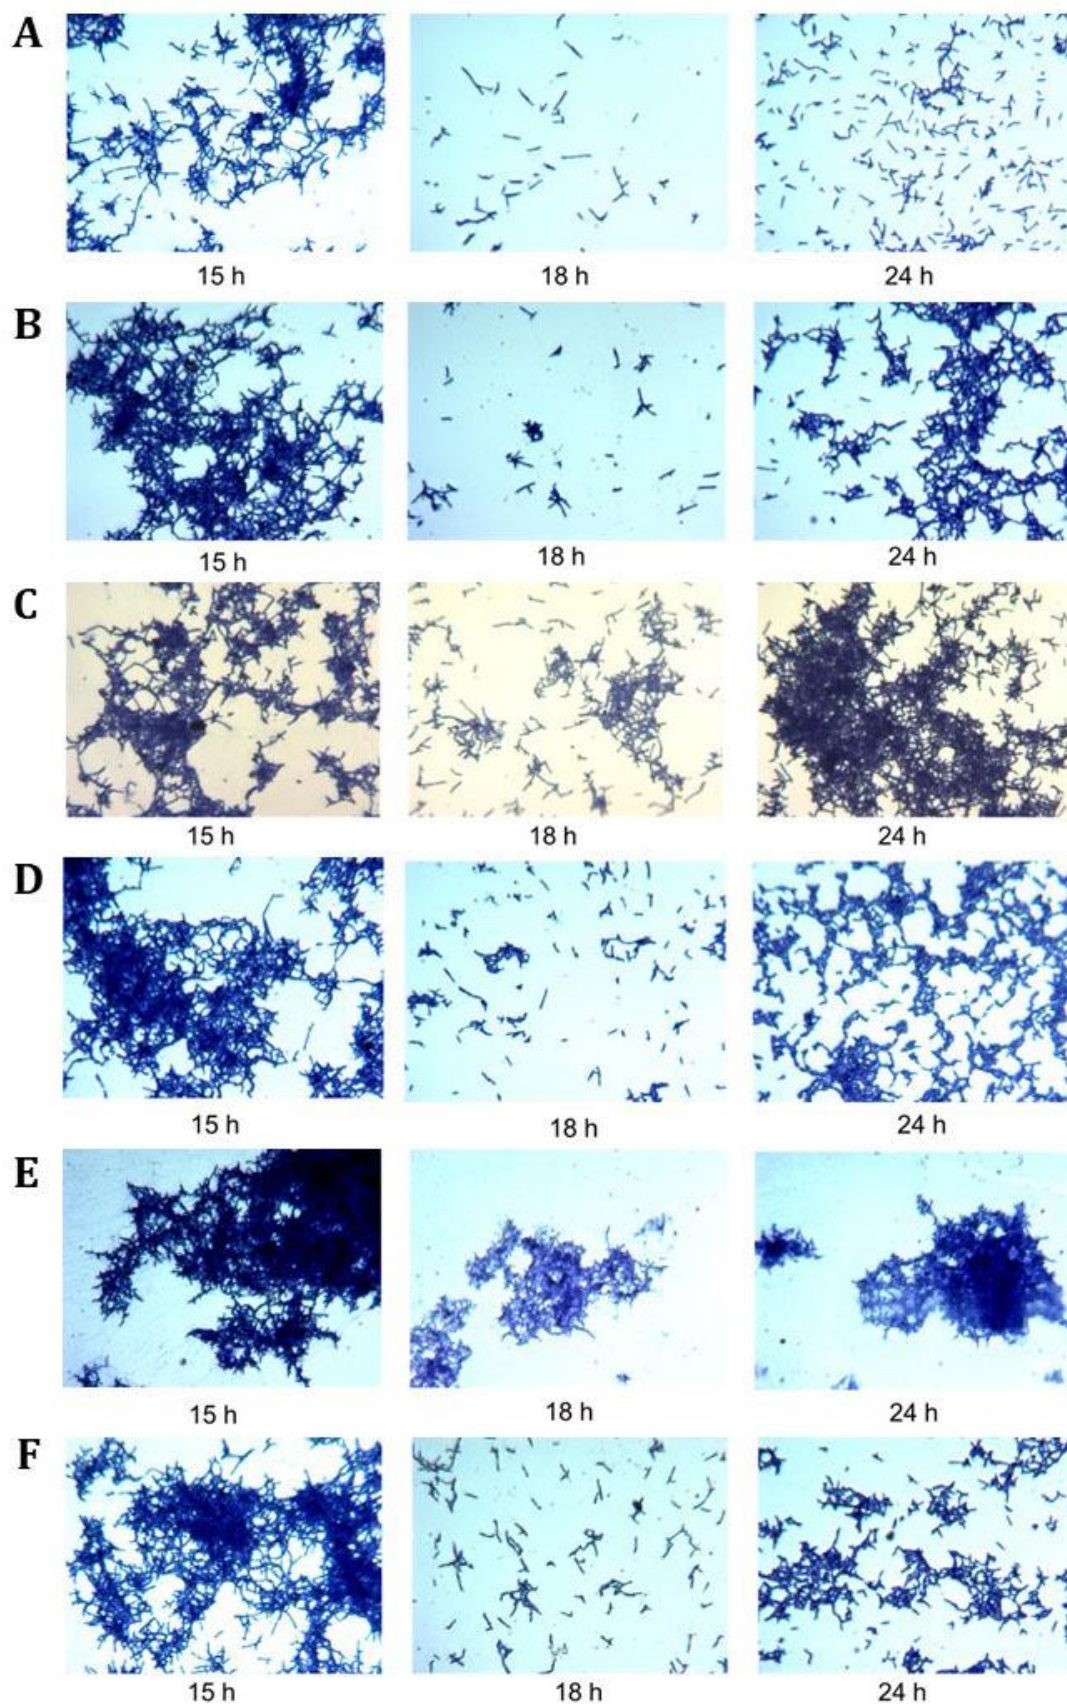

Figure S3. Cont.

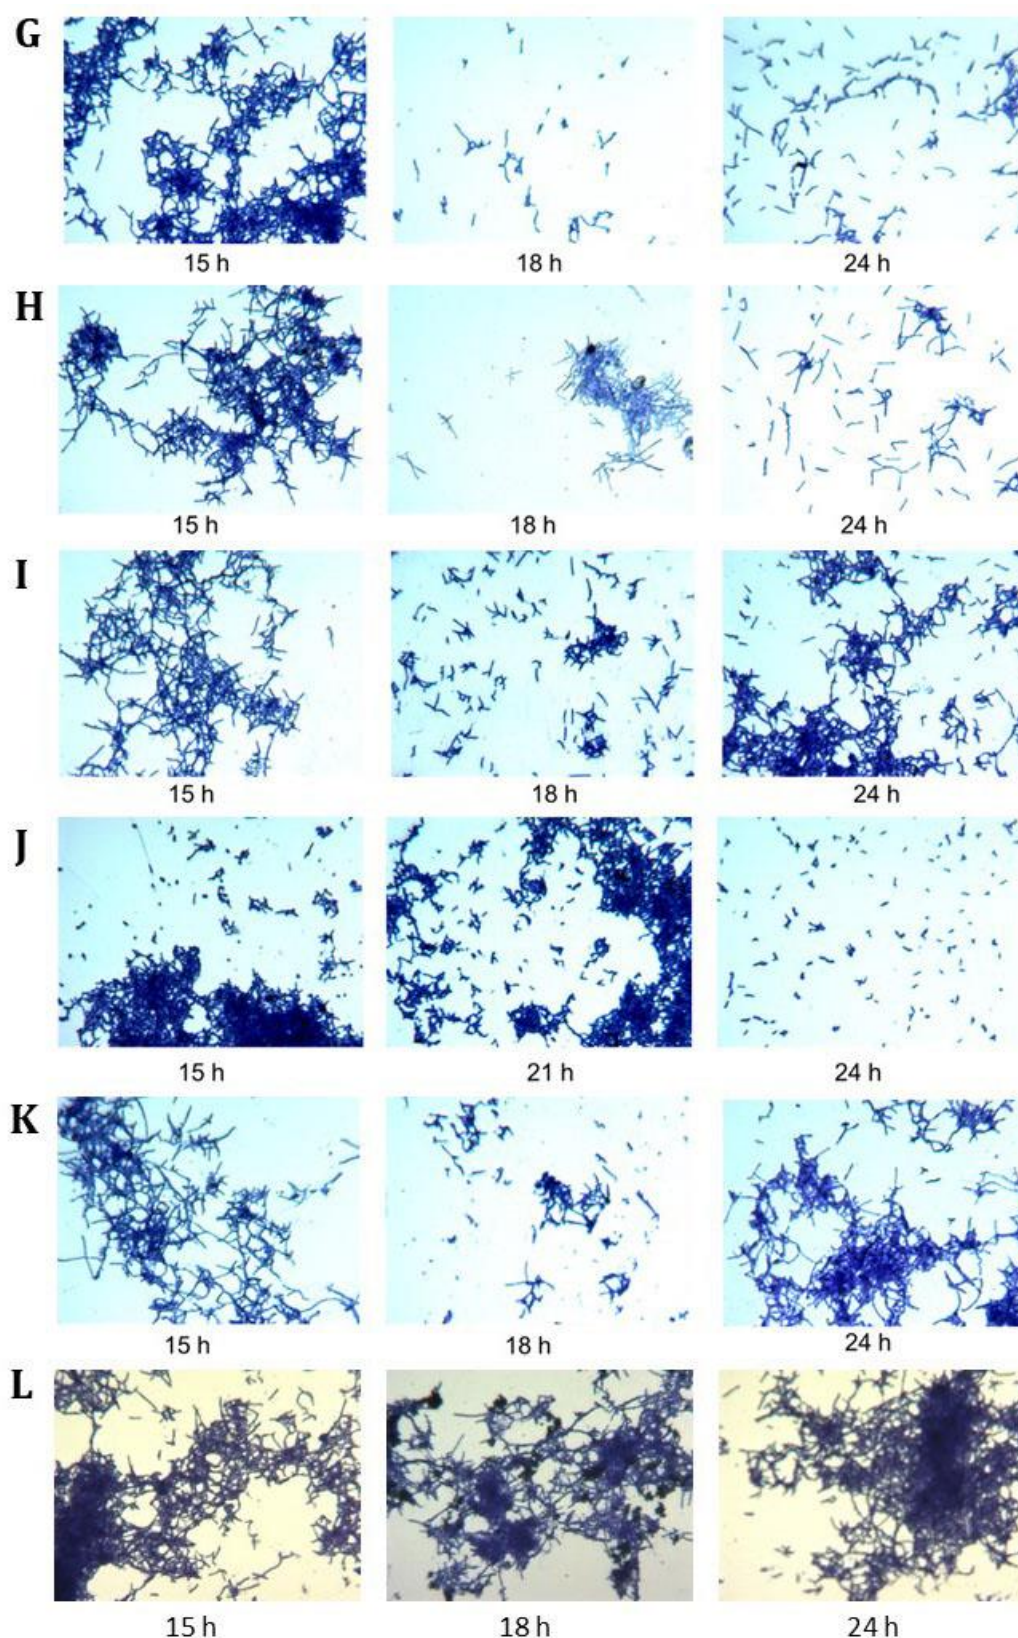

**Figure S3.** Mycelial morphology of mutants of 12 genes selected by RNA-seq analysis. (A)  $\Delta APASM_{4714}$ . (B)  $\Delta APASM_{1687}$ . (C)  $\Delta APASM_{4313}$ . (D)  $\Delta APASM_{1806}$ . (E)  $\Delta APASM_{4084}$ . (F)  $\Delta APASM_{4728}$ . (G)  $\Delta APASM_{3971}$ . (H)  $\Delta APASM_{4527}$ . (I)  $\Delta APASM_{1927}$ . (J)  $\Delta APASM_{3372}$ . (K)  $\Delta APASM_{2967}$ . (L)  $\Delta APASM_{4178}$ .

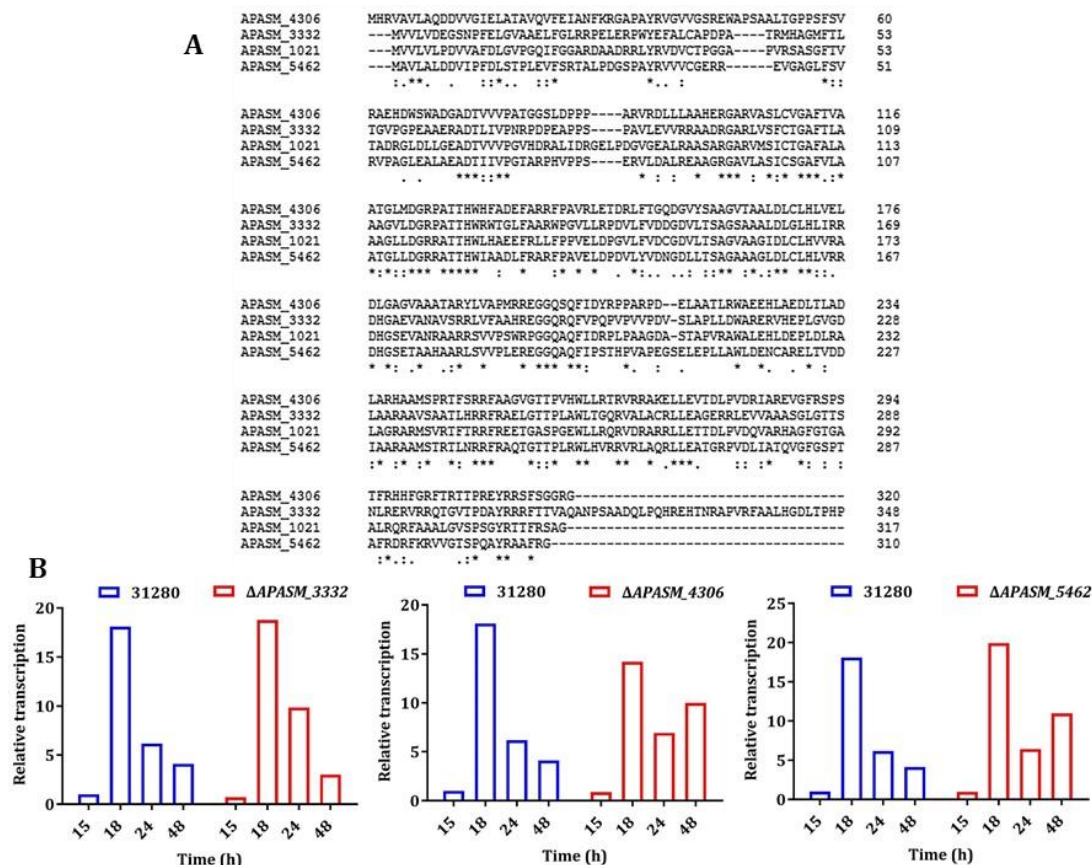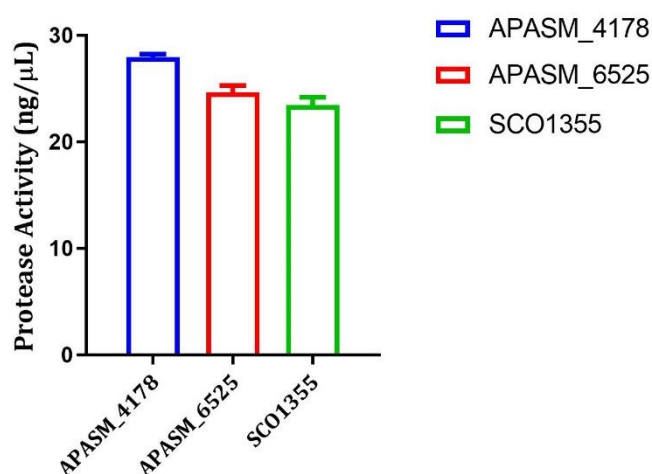

**Figure S5.** Peptidase activities of APASM\_4178, APASM\_6525, and SCO1355. APASM\_6525, a 519-aa subtilisin-like serine peptidase from *A. pretiosum* ATCC 31280. SCO1355, a 537-aa subtilisin-like serine peptidase from *Streptomyces coelicolor* A3(2) [9]. Peptidase activity was measured using protease assay kit (BBI 786-028). Fluorescent protein substrate was diluted to approximate concentrations before

analysis, and samples were measured at 570 nm after incubation to determine peptidase activity. Chemically stabilized trypsin was serially diluted from 20 to 1.25 ng/ $\mu$ L and reacted with 2.5  $\mu$ L substrate, serving as a general peptidase standard.

## References

1. Zhang, X.; Lu, C.; Bai, L. Mechanism of salinomycin overproduction in *Streptomyces albus* as revealed by comparative functional genomics. *Appl. Microbiol. Biot.* **2017**, *101*, 4635–4644.
2. Tan, G.-Y.; Bai, L.; Zhong, J.-J. Exogenous 1,4-butyrolactone stimulates A-factor-like cascade and validamycin biosynthesis in *Streptomyces hygroscopicus* 5008. *Biotechnol. Bioeng.* **2013**, *110*, 2984–2993.
3. Paget, M.S.; Chamberlin, L.; Atrih, A.; Foster, S.J.; Buttner, M.J. Evidence that the extracytoplasmic function sigma factor  $\sigma^E$  is required for normal cell wall structure in *Streptomyces coelicolor* A3(2). *J. Bacteriol.* **1999**, *181*, 204–211.
4. Moffatt, B.A.; Studier, F.W. T7 lysozyme inhibits transcription by T7 RNA polymerase. *Cell* **1987**, *49*, 221–227.
5. Wilkinson, C.J.; Hughes-Thomas, Z.A.; Martin, C.J.; Bohm, I.; Mironenko, T.; Deacon, M.; Wheatcroft, M.; Wirtz, G.; Staunton, J.; Leadlay, P.F. Increasing the efficiency of heterologous promoters in actinomycetes. *J. Mol. Microb. Biotech.* **2002**, *4*, 417–426.
6. He, Y.; Wang, Z.; Bai, L.; Liang, J.; Zhou, X.; Deng, Z. Two pHZ1358-derivative vectors for efficient gene knockout in *Streptomyces*. *J. Microbiol. Biotechnol.* **2010**, *20*, 678–682.
7. Smokvina, T.; Mazodier, P.; Boccard, F.; Thompson, C.J.; Guerinéau, M. Construction of a series of pSAM2-based integrative vectors for use in actinomycetes. *Gene* **1990**, *94*, 53–59.
8. Sievers, F.; Wilm, A.; Dineen, D.; Gibson, T.J.; Karplus, K.; Li, W.; Lopez, R.; McWilliam, H.; Remmert, M.; Söding, J.; et al. Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Mol. Syst. Biol.* **2011**, *7*, 539.
9. Kim, D.W.; Hesketh, A.; Kim, E.S.; Song, J.Y.; Lee, D.H.; Kim, I.S.; Chater, K.F.; Lee, K.J. Complex extracellular interactions of proteases and a protease inhibitor influence multicellular development of *Streptomyces coelicolor*. *Mol. Microbiol.* **2008**, *70*, 1180–1193.

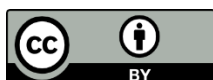

© 2020 by the authors. Licensee MDPI, Basel, Switzerland. This article is an open access article distributed under the terms and conditions of the Creative Commons Attribution (CC BY) license (<http://creativecommons.org/licenses/by/4.0/>).

How the deposited data were processed for this re-analysis (not part of the article)

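RNA of the wild-type *A. pretiosum* at 15, 18, and 24 h of fermentation was analysed, with 1 library per time point and no replicates. The authors deposited raw counts of reads per gene and FPKM values in 1 table, with the start, stop, and annotated function of each gene. The aligner, the counting tool, and the genome build used for the reads are not given in the sources used here. The methods cite a genome sequence of the strain for the cloning. The authors made the FPKM from the counts by dividing by gene length and by 1 library size per library. That size was recovered as the median over genes of 200 or more reads, and the listed reads fall short of it by 1.77% at 15 h, 1.81% at 18 h, and 1.93% at 24 h. The 2 rows without a locus tag held 0.0114%, 0.0103%, and 0.0080% of the listed reads and were left out, as were the 10 rows without values. All sample columns were used.

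Ratios between time points were taken on the deposited FPKM without a pseudocount. A gene was counted as lowest at 18 h when both other libraries were at least 2 times higher, and as highest at 18 h for the reverse. Genes with 0 reads at 18 h were counted apart. Since each time point has 1 library, no test across libraries was made and no p-value is given. Ratios carry exact 95% intervals on the reads, which cover counting error only, and a gene with 0 reads was set at a limit of 3 reads. The number of reads sets the precision. The median gene had 244 reads at 15 h, 377 at 18 h, and 200 at 24 h, and 529, 514, and 797 genes had under 10 reads. Lists of genes were set against 10000 random lists of the same size, each gene drawn from the 100 genes nearest in mean FPKM, as a description of these libraries. The lists were genes annotated as subtilisin or peptidase S8 without inhibitors, and, chosen after the data were seen, genes annotated for iron or heme uptake and ribosomal protein genes.

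The genes named were fixed by a rule before the data were examined, with the values of Table S4 already seen. They are the genes the paper names, the neighbours of *APASM_4178*, the 5 genes with the largest smaller ratio in either direction at an FPKM of 10 or more, the 5 genes of highest FPKM per library, and the genes annotated as subtilisin or peptidase S8. The table does not give the names of the morphology genes of the introduction. Other genes named in the closing section were chosen after their values were seen.

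Set before the data were examined, the alternatives were a scaling by *hrdB*, by the sum of FPKM (TPM), by the median of ratios, and by the median of 58 ribosomal protein genes, a pseudocount of 1, a minimum FPKM of 1 or of 10 in at least 1 library, a limit of 4-fold, and the limit of 2-fold at the lower end of the counting interval. The steps were tested on simulated counts for 7026 genes. In these, 200 genes of 300 or more reads in total were lowered 4-fold at 18 h. Of the 200, 100% were counted as lowest at 18 h, and 0 of 4558 unchanged genes of 300 or more reads in total were. A fall of 4-fold lies well past the limit of 2-fold, so a high recovery was to be expected. Recovery of genes of fewer reads, such as *APASM_4178*, was not tested. The 95% interval held the true ratio of 15 h over 18 h for 94.8% of the genes of 300 or more reads in total. The computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. A gene table of another strain of the species, whose locus tags differ, was not used here.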

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

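The scalings and the lower end of the counting interval were planned as alternatives, and their use as tests of the runs and of single genes was chosen after the results were seen, as were the thinning of the libraries, the simulation of counting noise, the count of neighbouring pairs, and the comparison of iron uptake genes. What thinning would do to the number of genes was written down before it was run, and the genes kept were made the measure after both were seen, since sampling noise raises the number. The use of the references for the ratios that no scaling lowers was chosen last, with their values known. What drew attention to each result is a signal in genes outside Table S4, and counts over the whole pattern include genes of that table.

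Outside the 12 locus tags of Table S4, 47 genes were lower at 18 h than at both other time points with each ratio at 2 or more at the lower end of its counting interval. Some genes lowest at 18 h by 2-fold lie side by side. From *APASM_1802* to *APASM_1809* these were 7 of 8 genes, 1 of them in Table S4, and 4 of the 7 had both lower ends at 2 or more. From *APASM_5453* to *APASM_5458* they were 5 of 6, 2 of them with both lower ends at 2 or more. The genes of this run annotated as the anti-sigma kinase RsbW and the sigma factor SigB are not among those 2. Among the 100 genes of the pattern with 10 or more reads at 18 h, 30 neighbouring pairs lay within 3 rows of each other. Random sets of like expression had 4.23 such pairs on average and at most 15, which argues against chance scatter over the chromosome. Counting noise alone, simulated 1000 times with no gene changed, gave 1.657 such genes on average and at most 6. For genes under 10 reads at 18 h it gave 28.75 on average, against 42 observed, and 11 of the 1000 simulations gave as many, so counting noise stays open for this part of the pattern. After thinning to equal depth, 129 of the 142 genes still met the limit. Thinning leaves each ratio the same on average, so genes of many reads keep their call by construction. The 129 genes show that their calls did not rest on the added reads at 18 h. They do not decide on other effects of the greater depth. Under 4 other scalings at least 140 genes met the limit. Of the 142 genes, 126 were kept by the median of ratios and 114 by the ribosomal protein median, and 114 were kept under every scaling tried. All 4 scalings lower the ratio of 15 h over 18 h, and 114 genes kept this ratio at 2 or more, which argues against the scaling of the 18 h library for these genes. For the ratio of 24 h over 18 h, the 4 references the scalings rest on (*hrdB*, the sum of FPKM, the median of ratios, and the ribosomal protein median) were at most at 0.9794. One factor per library would have raised them with the pattern, which argues against the scaling of the 18 h library for this ratio too. With 1 library per time point, a difference of this one culture or library cannot be told apart from the time point. A change of transcription at 18 h remains a hypothesis.

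The subtilisin inhibitor gene *APASM_3064*, which the paper studies without RNA-seq values, was itself among the genes lowest at 18 h. It had 593 reads at 15 h, 248 at 18 h, and 2079 at 24 h, ratios to 18 h of 3.78 (interval 3.25 to 4.40) and 13.5 (11.8 to 15.5). Its FPKM implies a gene length of 444 bp where 414 bp are listed, which leaves the ratios as they are. The scalings lowered its ratio of 15 h over 18 h to 3.331 at the least, which argues against the scaling of the 18 h library for this ratio. For 24 h over 18 h the references were at most at 0.9794, far from the rise of this gene, which argues against it there as well. The paper's other inhibitor gene, *APASM_6209*, did not fall at 18 h, with 0.908 (0.888 to 0.927) for 15 h over 18 h and 3.17 (3.12 to 3.22) for 24 h over 18 h. Another gene annotated as subtilisin inhibitor-like, *APASM_4317*, is not mentioned by the paper. It had 460, 814, and 3149 reads, and 24 h over 18 h was 6.23 (5.76 to 6.73). The references were at most at 0.9794 in this ratio, which argues against the scaling of the 24 h library. Reads shared between these genes and a difference between single cultures were not tested.

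The strongest pattern in the opposite direction is a run of polyketide and peptide synthesis genes. From *APASM_2702* to *APASM_2722* (positions 3108498 to 3180382), 19 of 21 genes were highest at 18 h by 2-fold. These 19 genes took 0.135% of the reads at 15 h, 1.60% at 18 h, and 0.0806% at 24 h. *APASM_2708*, annotated as malonyl CoA-acyl carrier protein transacylase, had 2302, 61983, and 1977 reads. Among genes at an FPKM of 10 or more at 18 h, the 5 with the largest smaller rise are in this run, in *APASM_2708*, *APASM_2709*, *APASM_2712*, *APASM_2713*, and *APASM_2715*. The regulator gene *APASM_2703* and the transporter gene *APASM_2704* inside the run did not fall back at 24 h to their 15 h level, with an FPKM of 60.4, 220, and 214 and of 120, 842, and 738 at 15, 18, and 24 h. For *APASM_2704* the ratio of 24 h over 18 h was 0.876 (0.860 to 0.893), and the direction of this ratio depends on the scaling for both genes. The median over the 19 genes of 18 h over 24 h was at least 12.33 under the scalings, all of which lower it, and this argues against the scaling of the 18 h library for this ratio. The median of 18 h over 15 h was 11.0, where the references were at most at 0.9804, which argues against the scaling for this ratio as well. One gene, *APASM_2716* with 1, 5, and 1 reads, fell to 1.86 when divided by the ribosomal protein median. Counting noise is argued against by 18 of the 19 genes, which kept both ratios at 2 or more at the lower end of the interval. A difference of this one culture or library cannot be told apart from the time point, since there was 1 library per time point.

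In 3 further runs of genes highest at 18 h by 2-fold, part of the genes are annotated for siderophores and iron or heme uptake. From *APASM_2742* to *APASM_2754* the pattern held for 13 of 13 genes, 6 of them so annotated, from *APASM_5112* to *APASM_5117* for 6 of 6, with 3 so annotated, and from *APASM_2892* to *APASM_2899* for 6 of 8, with 3 so annotated. Divided by *hrdB*, 12, 2, and 3 genes of these runs stayed at 2-fold, and divided by the ribosomal protein median, 12, 2, and 0. By the sum of FPKM 13, 6, and 6 genes stayed, and by the median of ratios 13, 6, and 5. The 2-fold call of the last 2 runs therefore depends on which scaling is used. Of 65 genes with such annotations, 19 were highest at 18 h by 2-fold, and 28 were not lower at 15 h than at 18 h. Over the 65 genes the median log2 ratio was -0.54 for 15 h over 18 h and -0.90 for 24 h over 18 h, below all of 10000 random lists in both. Outside the genes that rose 2-fold, the remaining 46 genes had a median of 0.17 for 15 h over 18 h, at the percentile 75.93 of random lists, and of -0.55 for 24 h over 18 h, at the percentile 0.85. A shift of iron uptake genes at large is therefore left open, because both ratios point in different directions and the called genes were left out. Whether iron was limiting at 18 h was not tested.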

How the results depend on the processing

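Ratios between libraries were recomputed under the alternatives, and thinning, leaving out offset rows, replacing 2 locus tags, and dividing by *hrdB* with a 4-fold limit were chosen after seeing the data. No paired analysis was possible because there was 1 library per time point.

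The count of genes lowest at 18 h by 2-fold, 142, stayed within 1.5 times under the 4 other scalings (140 to 210), a minimum FPKM of 1 (123), thinning (186, a number that the added sampling noise raises), and without the offset rows (139). Dividing by *hrdB* gave 208 genes, 128 of them among the 142, the median of ratios 145 with 126, and the ribosomal protein median 210 with 114. A pseudocount of 1 gave 86 genes lowest and 54 highest at 18 h, against 88 highest on the deposited values. A minimum FPKM of 10 gave 84 and 54, a limit of 4-fold 13 and 24, and the lower end of the counting interval 50 and 44. Dividing by *hrdB* with a 4-fold limit gave 18 and 25. By construction, the pseudocount and the minimum act on genes of low FPKM, and the higher limit and the interval are stricter. The share of genes lowest among those lowest or highest was 61.7% on the deposited values, 74.3% divided by *hrdB*, and 77.5% divided by the ribosomal protein median, since these scalings raise the 24 h library. With no gene changed, counting noise alone gave 30.4 genes lowest at 18 h on average (at most 52) and 42.3 highest (at most 65), in 1000 simulations run after the data were seen.

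Of the Table S4 genes, 9 met the limit under their locus tags, under the 4 scalings and thinning, with the same 9 genes. With a minimum FPKM of 1 there were 4, and with a minimum FPKM of 10, a pseudocount of 1, or the lower end of the counting interval there were 3. A limit of 4-fold left 7, and 8 after division by *hrdB*.

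For *APASM_4178* the ratio of 15 h over 18 h lay between 5.57 and 6.32 under the scalings and fell to 1.59 with a pseudocount of 1. The ratio of 24 h over 18 h lay between 2.62 and 4.37 under the scalings and was 1.18 with a pseudocount of 1, which by construction keeps a gene of such low FPKM below 2. These values stayed above 1, and the ratio of 24 h over 18 h stayed within its counting interval.

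The median log2 ratio of 24 h over 18 h of the subtilisin family genes was -0.22, and 0.34 divided by *hrdB* and 0.52 divided by the ribosomal protein median. The median of all genes of 50 or more reads shifted likewise, from -0.20 to 0.37 and 0.54. The ratio of 15 h over 18 h stayed positive under each scaling. The folds of the 4 AdpA-like genes and the 2 inhibitor genes that the paper names moved beyond their counting interval in 16 of 48 cases under the scalings. None whose interval excludes 1 changed direction. Of the 36 values relative to *hrdB*, 18 moved beyond their counting interval without gene length and 23 with a pseudocount of 1.

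Depth limits the low genes most, since 42 of the 142 genes had under 10 reads at 18 h and 11 had 1 read, and a gene with 1 read at 18 h has no ratio without it.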

Differences from the paper's values

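The paper reports 12 genes at least 2 times higher at 15 h and 24 h than at 18 h, and 142 genes met this limit on the deposited FPKM. Of the alternatives set before the data were examined, the limit of 4-fold gave 13 genes, within 1.5 times of the paper's number, and 7 of these were in Table S4 by locus tag, or 9 when *APASM_3972* and *APASM_4048*, which return the values of 2 other tags, are counted, a choice made after seeing the values. *APASM_4178* is not among them, since its ratio of 24 h over 18 h was 2.62, and 3.87 divided by *hrdB*. The others were farther away, with 208 genes divided by *hrdB*, 140 as TPM, 145 by the median of ratios, 210 by the ribosomal protein median, 86 with a pseudocount of 1, 123 and 84 with a minimum FPKM of 1 and of 10, and 50 at the lower end of the counting interval. Dividing by *hrdB* with a limit of 4-fold, chosen after seeing the values, gave 18 genes. It dropped 4 of the paper's 12 locus tags, *APASM_4178* included. The rounded values printed for *APASM_4178*, 0.12 at 18 h and 0.48 at 24 h, just reach 4-fold. Its loss at this limit therefore rests on rounding. With those 2 value matches, 10 of the 18 were genes of Table S4.

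For *APASM_3971* the paper gives 1.07, 0.24, and 1.70 relative to *hrdB* at 15, 18, and 24 h, and 137, 123, and 299 were found. For *APASM_4527* the paper gives 0.72, 0.17, and 0.57, and 11.0, 14.6, and 9.56 were found. Both alternatives, reads without gene length and a pseudocount of 1, left these values more than 1.5 times from the paper's. For *APASM_4084* the paper gives 0.26 at 18 h and 2.90 at 24 h, and 0.808 and 1.37 were found. The pseudocount of 1 brought the 24 h value within 1.5 times of the paper's and not the 18 h value, and reads without gene length brought neither. When *APASM_3972* and *APASM_4048* were read in place of *APASM_3971* and *APASM_4084*, a choice made after seeing the values, 11 of the 12 genes met the 2-fold limit, and *APASM_4527* did not. The 9 tags that met the limit on their own stayed.

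In Fig. 3B the paper shows the transcription of *APASM_4178* in the wild type, measured by qRT-PCR, as highest at 18 h. In the deposited RNA-seq it was lowest at 18 h, with an FPKM of 0.124 from 8 reads, as it also is in the qRT-PCR of Fig. S1. In Fig. S1 its level at 24 h is above that at 15 h, and the deposited FPKM was 0.783 at 15 h and 0.324 at 24 h.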

Other observations

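The comparison of the subtilisin family with random lists and the folds under the scalings were planned. The search for other locus tags, the test of the row offset, and the ribosomal protein list were chosen after the results they bear on were seen.

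The 3 locus tags of Table S4 whose values were not returned were compared with the whole table. For *APASM_3971* and *APASM_4084*, 2 in number, exactly 1 other gene each returned all 3 values within 0.0051 and carries the annotation Table S4 gives. These are *APASM_3972*, annotated as alpha-mannosidase, with 3, 1, and 3 reads, and *APASM_4048*, annotated as a Fis family regulator, with 11, 3, and 14 reads. This is consistent with locus tags of other genes in Table S4, and which genes were deleted or measured by qRT-PCR was not tested. For *APASM_4527*, 0 genes returned the 3 values. *APASM_3340*, annotated as a hypothetical protein, with 2, 2, and 1 reads, returned 2 of the 3 values, those at 15 and 24 h, and had 0.483 at 18 h. The locus tag of another listed gene therefore stays open here, since no gene returned all values.

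Of 688 rows whose FPKM departs from their own length by 0.5% or more, 70 fit the length of a neighbouring row, 39 of them that of the previous and 31 that of the next row, against at most 3 in either direction for a distance of 2 to 5 rows. This is consistent with label columns offset by 1 row in parts of the table. The genes of Table S4 are not among these 70 rows, but *APASM_3971* is among the 688, with a listed length of 747 bp and an implied length of 726 bp. *APASM_2389*, a subtilisin family gene, is among the 70.

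The 17 genes annotated as subtilisin or peptidase S8 differed widely in level. *APASM_1001* had an FPKM of 434, 317, and 143 and *APASM_1151* of 224, 233, and 275 at 15, 18, and 24 h, while *APASM_4178* and *APASM_4177* stayed below 1. Their median log2 ratio of 15 h over 18 h was 0.53, at the percentile 78.97 of random lists, and that of 24 h over 18 h was -0.22, at the percentile 43.9, with genes of 0 reads at the limit of 3 reads. As a list they did not stand apart in these libraries. *APASM_4178* was the 1 gene of the 17 that met the 2-fold limit. *APASM_6525*, whose protease activity the paper also tested, had an FPKM of 18.1, 19.2, and 47.6, and 24 h over 18 h was 2.48 (interval 2.23 to 2.75) and up to 4.14 under the scalings.

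None of the 4 AdpA-like genes met the 2-fold limit. *APASM_1021* had an FPKM of 2.60, 1.59, and 1.97 from 31, 30, and 23 reads, *APASM_3332* of 14.9, 15.9, and 21.8, *APASM_4306* of 7.16, 6.11, and 8.56, and *APASM_5462* of 4.64, 5.33, and 4.37. The ratio of 24 h over 18 h of *APASM_5462* was 0.821 (0.572 to 1.17), so no direction was detectable at this depth. Under the scalings it went up to 1.37. For 15 h over 18 h, the interval included 1 in each of the 4 genes. For 24 h over 18 h, it lay above 1 for *APASM_3332*, at 1.37 (1.16 to 1.61), and for *APASM_4306*, at 1.40 (1.06 to 1.85). Under the scalings these ratios went up to 2.29 and 2.34. The same ratio of *APASM_1021* was 1.23 (0.685 to 2.20), with 1 inside the interval.

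The 58 ribosomal protein genes had a median log2 ratio of 0.13 for 15 h over 18 h, at the percentile 97.33 of random lists, and of -0.95 for 24 h over 18 h, below all of 10000. The highest FPKM at 15 h was that of *APASM_0199*, annotated as cold shock protein CspG, at 18 h that of the calcium binding protein gene *APASM_3786*, and at 24 h that of *APASM_0435*, a hypothetical protein gene. The 5 genes with the most reads in a library took 7.87% of its reads at 15 h, 8.15% at 18 h, and 9.60% at 24 h.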
